# Heat-responsive and time-resolved transcriptome and metabolome analyses of *Escherichia coli* uncover thermo-tolerant mechanisms

**DOI:** 10.1038/s41598-020-74606-8

**Published:** 2020-10-19

**Authors:** Sinyeon Kim, Youngshin Kim, Dong Ho Suh, Choong Hwan Lee, Seung Min Yoo, Sang Yup Lee, Sung Ho Yoon

**Keywords:** Gene expression profiling, Transcriptomics, Bacterial systems biology

## Abstract

Current understanding of heat shock response has been complicated by the fact that heat stress is inevitably accompanied by changes in specific growth rates and growth stages. In this study, a chemostat culture was successfully performed to avoid the physico-chemical and biological changes that accompany heatshock, which provided a unique opportunity to investigate the full range of cellular responses to thermal stress, ranging from temporary adjustment to phenotypic adaptation at multi-omics levels. Heat-responsive and time-resolved changes in the transcriptome and metabolome of a widely used *E. coli* strain BL21(DE3) were explored in which the temperature was upshifted from 37 to 42 °C. Omics profiles were categorized into early (2 and 10 min), middle (0.5, 1, and 2 h), and late (4, 8, and 40 h) stages of heat stress, each of which reflected the initiation, adaptation, and phenotypic plasticity steps of the stress response. The continued heat stress modulated global gene expression by controlling the expression levels of sigma factors in different time frames, including unexpected downregulation of the second heatshock sigma factor gene (*rpoE*) upon the heat stress. Trehalose, cadaverine, and enterobactin showed increased production to deal with the heat-induced oxidative stress. Genes highly expressed at the late stage were experimentally validated to provide thermotolerance. Intriguingly, a cryptic capsular gene cluster showed considerably high expression level only at the late stage, and its expression was essential for cell growth at high temperature. Granule-forming and elongated cells were observed at the late stage, which was morphological plasticity occurred as a result of acclimation to the continued heat stress. Whole process of thermal adaptation along with the genetic and metabolic changes at fine temporal resolution will contribute to far-reaching comprehension of the heat shock response. Further, the identified thermotolerant genes will be useful to rationally engineer thermotolerant microorganisms.

## Introduction

Microorganisms respond to environmental changes by invoking various stress responses^1^. The heat shock response (HSR) is a primary defense and protection mechanism and is generally regarded as the cellular stress response to a sudden temperature increase, which leads to a transient over-synthesis of heat shock proteins (HSPs)^2–5^. The primary function of HSPs is to maintain protein-folding homeostasis. In this process, chaperones promote protein folding and proteases degrade misfolded or aggregated proteins. In *Escherichia coli*, the synthesis of major HSPs is triggered by a transient increase in *σ*^H^, a major heatshock sigma factor encoded by *rpoH*^4^.

Most HSR studies have been performed in batch (flask) cultures by imposing a short temperature upshift on various organisms^6–11^. In such experimental setups, the HSR is inevitably accompanied by changes in specific growth rates and growth stages. Thus, whether these observed expression patterns can be exclusively attributed to heatshock is unclear^12^. Moreover, the medium composition and accumulation of byproducts, including acetate and lactate, keep changing during batch cultivation, which consequently complicates the interpretation of these experiments.

Steady-state continuous cultivation (i.e., chemostat) is a highly reproducible experimental approach to precisely control the growth rate and culture condition, and thus has proven ideal for the omics analyses of various environmental stresses^13,14^. However, there have been only a few attempts to use chemostats for HSR studies. At the transcript level, RT-PCR analysis was conducted for a small number of genes from cells reaching a new steady state after temperature upshift^15^. At the protein level, two-dimensional gel electrophoresis was used to identify temperature-induced proteins by comparing *E. coli* growing exponentially (37 °C) with those at stationary phase (47.5 °C) in a cascade of two continuously operated bioreactors^16^. However, these HSR studies compared two samples at normal and heatshock temperatures and thus provided only a generalized snapshot of a genome-wide response to thermal stress.

Beyond the aspect of fundamental biology, the understanding of the HSR mechanism has important industrial applications, such as the production of thermo-induced recombinant proteins^17^ as well as simultaneous saccharification and fermentation (SSF) for biofuel production^18^. Moreover, as the heat produced during industrial high cell density cultures can heavily reduce the productivity of biomass and recombinant proteins, the development of heat-tolerant host strains has long been a research priority^19^.

*E. coli* B strains, especially BL21(DE3), have been widely used as hosts for the overproduction of recombinant proteins, ethanol, and other biomolecules^20,21^. In this study, we analyzed the dynamic transcriptomic and metabolomic changes in *E. coli* BL21(DE3) exposed to continued heat stress. A chemostat culture was run over 40 h after the culture temperature was suddenly raised from 37 to 42 °C. The time-series samples were subjected to transcriptome and metabolome analyses using whole genome high-resolution tiling arrays and gas chromatography‐time of flight-mass spectrometry (GC‐TOF‐MS), respectively. Interpretations from the omics analyses included reactive oxygen species (ROS) measurement, morphology inspection, and experimental validation.

## Results and discussion

### Chemostat culture of *E. coli* exposed to continued heatshock

A chemostat culture was performed in glucose-limited defined medium to maintain the growth rate of the cells and constant culture conditions that included pH, dissolved oxygen (DO), and medium composition (Fig. 1). During the continuous mode, a dilution rate of 0.1 h^−1^ was chosen because it allowed stable exponential growth without the accumulation of glucose and byproducts, such as acetate and lactate, in the culture medium^22^; moreover, it corresponded to a mean residence time of 10 h (i.e., the cells were incubated for an average time of 10 h). The chosen conditions allowed a detailed investigation of the time-resolved cellular responses during the bacterial lifetime.

**Figure 1:**
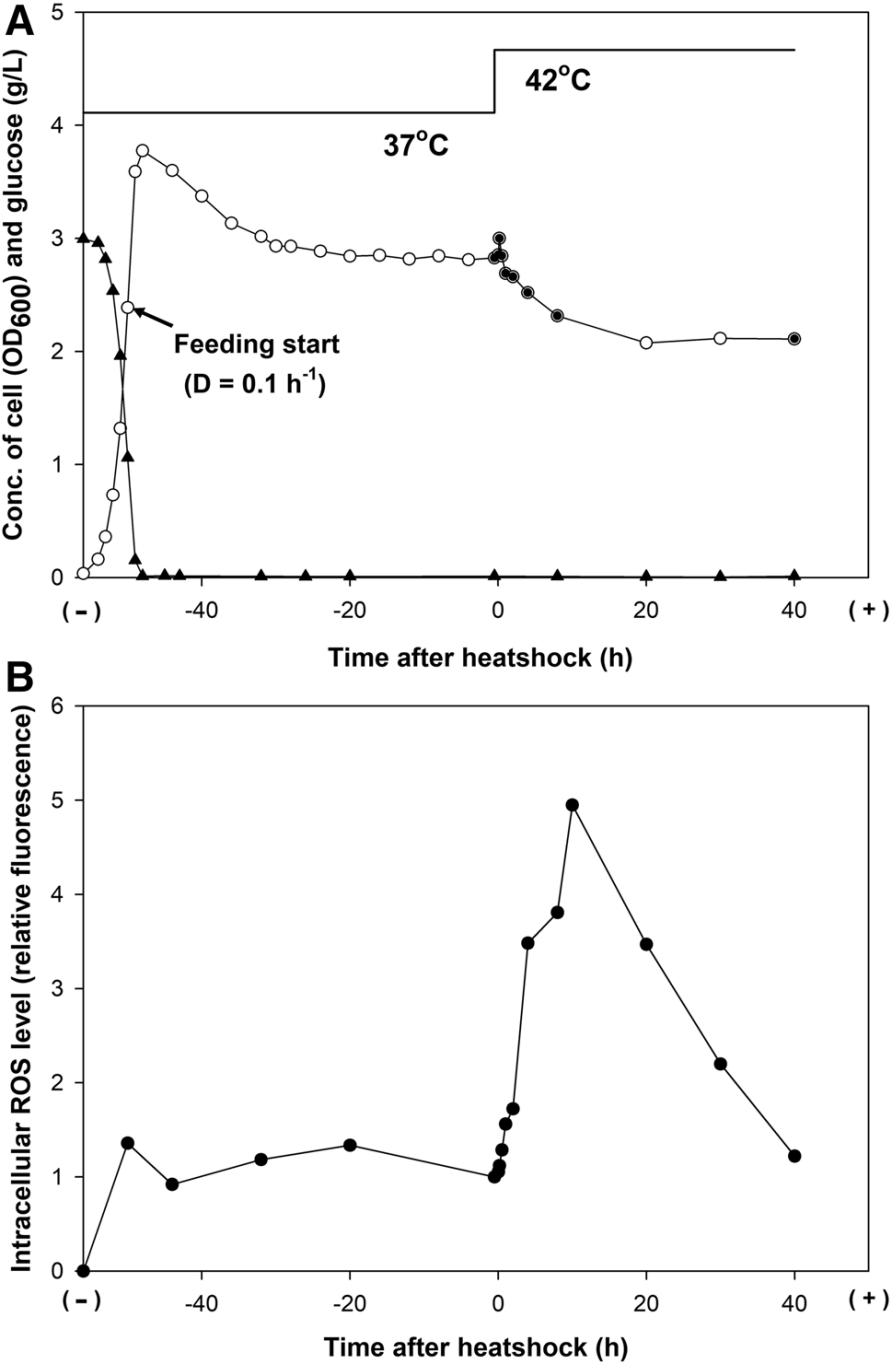
Chemostat culture of *E. coli* BL21(DE3) under heatshock stress. (**A**) Time profiles of the cell density (open circle) and glucose concentration in the culture media (filled triangle). The filled circles indicate the sampling points for transcriptome and proteome analyses, which were done 30 min before the temperature increase (from 37 to 42 °C) and after 2 min, 10 min, 30 min, 1 h, 2 h, 4 h, 8 h, and 40 h. (**B**) Time profiles of the intracellular reactive oxygen species (ROS) level.

After the initial batch mode, cells were grown for more than five residence times to reach a steady state at 37 °C. Upon the temperature shift to 42 °C, the cell density, determined by the optical density at 600 nm (OD_600_), transiently increased from 2.8 to 3.0 in 10 min. 

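The sample labels give one OD600 reading for each of the 9 sampling points of this culture, so no error can be attached to it. The reading was 2.83 at 37 °C before the shift, 2.855 at 2 min after it and 3.0 at 10 min.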

Then, the cell density decreased gradually to 2.1 in 20 h and remained almost the same until the end of the chemostat run. 

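After the maximum, the labels give an OD600 of 2.845 at 30 min, 2.69 at 1 h, 2.66 at 2 h, 2.52 at 4 h, 2.315 at 8 h and 2.11 at 40 h. No sample was labelled between 8 h and 40 h, so the time at which the decline ended cannot be read from these readings.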

Residual glucose and the accumulation of acetate, lactate, and formate were hardly detectable in the culture medium. The ROS level increased up to approximately five-fold in 10 h after the temperature upshift to 42 °C and decreased by the same level at 37 °C.

### Transcriptomic response to heat stress

Using single-colored tiling arrays, mRNA abundances were measured for the nine time-series samples (one at 37 °C and eight at 42 °C) (Fig. 1). 

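One array was hybridised per sampling point, so every value below compares a single array after the shift with the single array at 37 °C. No value has a replicate array. For the sigma factor genes, the paper reports that qRT-PCR on independent chemostats gave matching profiles, which is not analysed here. By the methods, times count from the start of the shift, and reaching 42 °C could take longer than 2 min. The culture at 2 min may therefore still have been warming. The arrays were read in one colour, and 956279 spots on each were probes for the genome. They were made up of 453652 tiling probes on the forward strand, 451201 on the reverse strand, and 51426 further probes whose names in the files carry a locus tag of BL21(DE3). These named probes covered 3567 loci, with a median of 16 and between 2 and 16 per locus. The authors deposited the scanner output of each array, with background-subtracted intensities that are not normalized between arrays, and a table of their processed intensities. Here the background-subtracted intensities were quantile-normalized over the genome probes on the log2 scale, as the methods describe, after 681 probes flagged as outliers on any array had been left out. The value of a locus is the median, over its named probes, of the log2 ratio to the array before the shift. The spread (SD) between the named probes of a locus is given as measurement spread only. Of the genome probes, 62.7% were well above background before the shift, and between 57.9% at 4 h and 65.4% at 30 min after it. No spot was saturated on any array. The number of arrays limits the precision, and a difference between time points cannot be separated from a difference between arrays. On simulated arrays made from the array before the shift, 200 of 200 changed loci were recovered at the 2-fold threshold among 3567 loci, with 0 false calls. That recovery depends on the change and noise put in, which held no difference between arrays, so it is no rate of false calls for these data.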

Among 4439 feature loci of the BL21(DE3) genome^23^, 3413 loci were expressed in at least one of the nine time-series array data (*p* value < 0.01) (Supplementary Table S1). 

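A simplified form of the detection rule of the methods was run on each array, without the Transcription Detector algorithm and with named probes alone for each locus. The level was set where the share of the 10000 negative control probes above it was at most 0.01 of the share of genome probes above it, and loci with more such probes than the hypergeometric distribution allows (Bonferroni-adjusted p under 0.01) were called expressed. By this rule, 31 of the 3567 loci with named probes were expressed on at least one array. Some of the negative control probes were bright: 15.6% of them were well above background before the shift, and the brightest reached an intensity of 173171. As long as any control probe lay above the level on that array, the ratio of the shares did not drop under 0.0313, so the level lay at the brightest control. With the Feature Extraction flag in place of the controls, 3108 loci had at least 50% of their named probes well above background on at least one array and 2813 on all 9. The counts of DEGs, the grouping and the stage scores below use these 3108 loci. They were preferred to the 31 after the detection counts had been seen.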

The changes in mRNAs at eight time points at 42 °C were calculated with reference to an RNA sample from the steady-state culture at 37 °C. Genes showing the expression levels of ≥ 2- or ≤ 0.5-fold were considered differentially expressed genes (DEGs) and were identified at each time point (Supplementary Fig. S1). The functions of the up and downregulated DEGs were categorized by clusters of orthologous groups (COGs)^24^. The number of DEGs tended to decrease with the time of incubation at 42 °C, from 455 genes at 2 min to 289 genes at 40 h. 

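Of the 3108 loci counted as expressed, 376 passed the 2-fold threshold at 2 min, 444 at 10 min, 311 at 30 min, 316 at 1 h, 244 at 2 h, 254 at 4 h, 294 at 8 h and 300 at 40 h. The count was highest at 10 min and lowest at 2 h. The alternative that moved these counts most among the 3108 loci was a 1.5-fold threshold, which gave 972 DEGs at 2 min and 783 at 40 h.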

During the initial 10 min, the downregulated genes outnumbered the upregulated genes by two-fold. 

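At 2 min, 195 loci were upregulated and 181 downregulated, which makes 48.1% of the DEGs downregulated. At 10 min the numbers were 209 and 235, with 52.9% downregulated. This split depended on the scaling of the arrays. At 2 min it was 39.2% with each array scaled to its 75th percentile, and 53.8% with each array centred on the median of the probes of expressed loci. At 10 min these scalings gave 45.5% and 48.3%.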

The difference diminished toward the end of the culture. 

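From 30 min on, the upregulated loci outnumbered the downregulated ones under the quantile normalization, with 177 against 134 at 30 min, 220 against 96 at 1 h, 160 against 84 at 2 h, 160 against 94 at 4 h, 215 against 79 at 8 h and 194 against 106 at 40 h. The median log2 ratio of all 3108 loci was then above 0, by 0.13 at 1 h and 0.11 at 2 h. Centring the arrays on their median made it negative instead, at -0.03 at 1 h, -0.04 at 2 h and -0.08 at 8 h and 40 h. Under that scaling the downregulated share was 56.0% at 30 min, 52.5% at 1 h, 54.7% at 2 h, 50.0% at 4 h, 43.7% at 8 h and 49.5% at 40 h, against 43.1%, 30.4%, 34.4%, 37.0%, 26.9% and 35.3% under quantile normalization. In all, 554 loci were upregulated and 364 downregulated at one time point or more, and 180 of the former and 153 of the latter at a single time point. The DEGs at 2 min and 40 h shared 45 upregulated and 51 downregulated loci. Throughout the culture, 16 loci stayed upregulated and 33 downregulated. The alternative that moved these last counts most among the 3108 loci was a normexp background correction, with 7 and 19.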

There was a poor overlap among the DEGs at each time point, and only 55 upregulated and 106 downregulated genes were identified as DEGs throughout the culture. This indicates highly dynamic transcriptome changes during the continued heatshock.

Cellular processes in response to environmental perturbations are transcriptionally coordinated in magnitude and time^25,26^. To obtain insight into transcriptome dynamics, we identified genes that were differentially expressed over time. To this end, we used Transcript Time Course Analysis (TTCA)^27^ which is designed to analyze time-series microarray data from perturbation experiments to discriminate the early and late changes in gene expression. Specifically, TTCA is intended for experimental designs with sparse and irregularly sampled time course gene expression data sets^27^. TTCA calculates the integral scores quantifying the absolute expression changes in different time intervals, considering the inherent ordering and spacing information provided by the time points. 

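The log2 ratios of the 3108 expressed loci were correlated between the 8 time points at 42 °C. Across loci, which are not independent replicates, Pearson's r was 0.86 between 2 and 10 min, 0.94 between 30 min and 1 h, 0.93 between 1 h and 2 h, 0.90 between 4 h and 8 h, and 0.86 between 8 h and 40 h. Between 30 min and 2 h it was 0.82, between 4 h and 40 h 0.80, between 10 and 30 min 0.88 and between 2 h and 4 h 0.89. The lowest r, 0.36, was found between 2 min and 8 h. All 8 ratios share the array at 37 °C, which alone raises the correlations: in 100 simulations of 8 unchanged arrays against one shared reference, the mean r over all pairs was 0.49, and the observed mean was 0.68. The simulated arrays hold only noise from the spread of probes and no difference between arrays, so the distance between these means is not a measure of change. Average-linkage clustering on 1 minus r, divided into 3 groups, placed 2 and 10 min in the first group, 30 min, 1 h and 2 h in the second, and 4 h, 8 h and 40 h in the third. The same 3 groups came out when each locus was centred on its mean over the 42 °C arrays, a step that removes the shared reference and was added after the grouping had been seen. Among the 31 loci of the negative control rule, 24 of the 28 pairs of time points were grouped in this way.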

We considered three time intervals which were identified by hierarchical clustering and principal component analysis (PCA) showing that the eight time points were clustered into three time periods: early (2 and 10 min), middle (0.5, 1, and 2 h), and late (4, 8, and 40 h) period of the upshifted temperature (Supplementary Fig. S2).

Three separate integral scores of the early, middle, and late stages were computed for 3413 loci that expressed over the nine time-series data, and genes showing significant dynamics (*p* value < 0.05) were identified from the log-normal distribution function providing the best fit of the distribution of the integral score values at each time interval (Supplementary Fig. S3). 

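TTCA was not run here. In its place, the absolute log2 ratio of each of the 3108 loci was integrated over the minutes of a stage by the trapezoid rule, a log-normal distribution was fitted to the scores of all loci, and the loci in its upper 5% were counted. This ranks loci within one culture and is no test on replicates. By this score, 227 loci stood out in one stage or more and 37 in every stage. Among the 31 loci of the negative control rule, the setting that moved these counts most, the numbers were 5 and 0.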

A total of 234 genes were significant in at least one of the three integral scores of the time intervals and 44 genes were significant in all stages. (Fig. 2 and Supplementary Table S2). 

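Counted separately, the integral of absolute log2 ratios placed 110 loci above the limit in the early stage, 107 in the middle stage and 131 in the late stage.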

The numbers of genes showing significant dynamics in the integral scores of the early, middle, and late stages were 122, 126, and 140, respectively. They included stage-specific genes whose transcription was induced or repressed only during one time stage: 38 genes during the early stage, 20 during the middle stage, and 66 during the late stage. Among them, functionally distinct genes were summarized in Table 1 and Supplementary Fig. S4, and described in detail in Supplementary Text. 

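By the trapezoid score, 46 loci stood out in the early stage alone, 31 in the middle stage alone and 66 in the late stage alone. These counts depended on the processing. The early count became 64 with arrays scaled to their 75th percentile, 62 with probes well above background on both arrays, 60 with the ratio of median intensities and 61 with the trimmed mean. The middle count ran from 27 with named probes 1 to 8 to 37 without background subtraction, both added after seeing the data, and a plain mean in place of the integral gave 29. The late count ran from 62 with the trimmed mean to 79 without background subtraction.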

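The 11 genes for cytoplasmic chaperones and proteases (dnaK, dnaJ, grpE, ibpA, groS, groL, htpG, hspQ, clpB, hslU and hslV) had a median log2 ratio of 2.52 at 2 min and 2.40 at 10 min. At both time points, 10 of the 11 genes were past 2-fold. The largest increase was that of ibpA (ECD_03570), with a log2 ratio of 6.11 at 2 min (SD 0.21 between 16 probes) and 4.29 at 10 min. The ratios at 2 min were 3.49 for dnaK (ECD_00014), 3.10 for htpG (ECD_00424), 2.90 for hslV (ECD_03817) and 2.01 for groL (ECD_04013). The exception was clpB (ECD_02482), at 0.06 at 2 min with an SD of 1.15 between its 16 probes. Of these clpB probes, 13 were among the brightest 1% of named probes before the shift and stayed flat. The other 3 rose by a median of 3.40 on the log2 scale (range 0.74 to 3.48). Among the scalings of the arrays, centring on the median lowered the median of the 11 genes most, to 2.37 at 2 min.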

Briefly, early-responsive genes displaying sharp and transient expression changes upon the temperature upshift were mostly associated with the well-known HSPs of chaperones (*dnaKJ*, *grpE*, *ibpA*, and *groESL*) and proteases (*htpG*, *hspQ*, *clpB*, and *hslUV*) for protein folding and degradation, respectively, in the cytoplasm. Interestingly, four genes with unknown functions (*ybeD*, *ycjX*, *ycjF*, and *yibI*) were identified as early-responsive genes. 

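Named probes were analysed for 3 of these genes. At 2 min the log2 ratio was 3.54 for ybeD (ECD_00600, SD 0.36 between 16 probes), 3.10 for ycjX (ECD_01298, SD 0.22 between 16 probes) and 1.74 for yibI (ECD_03453, SD 0.17 between 16 probes). At 30 min and 1 h, ybeD was at 1.39 and 0.74 and ycjX at 1.26 and 0.42, while yibI stayed at 1.65 and 1.45. At 4 h, ybeD had returned to -0.07, ycjX was at -0.40 and yibI at 0.56. The gene ycjF was not analysed here.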

Genes highly expressed only during the late stage were associated with enterobactin biosynthesis (*entCEB*, *entD*, and *fes*-*entF*) and capsular polysaccharide biosynthesis encoded by the *kps* gene cluster (ECD_02813 to ECD_02828).

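Of the enterobactin genes, entC, entD, fes and entF were analysed. Their median log2 ratio was 1.77 at 4 h, 2.29 at 8 h and 1.48 at 40 h, with all 4 past 2-fold at these times. In the early stage the same median was negative, at -0.85 at 2 min and -1.17 at 10 min, or -0.73 and -1.0 with entC, which was dim there, at its bound. Of the 16 loci of the kps cluster, 14 had named probes and 11 were expressed. The median over these 11 was 0.06 at 2 min, 0.79 at 2 h, 1.78 at 4 h, 2.71 at 8 h and 2.57 at 40 h. Before the shift, 3 of the 11 capsule loci had under 50% of their probes well above background. With these held at their bound, the capsule median was 0.66 at 2 h, 1.42 at 4 h, 2.28 at 8 h and 2.19 at 40 h, and 9 of the 11 were past 2-fold at 8 h and 40 h. Among the alternatives, normexp lowered the medians at 40 h most, to 1.70 for the capsule loci and 0.96 for the enterobactin genes.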

**Figure 2:**
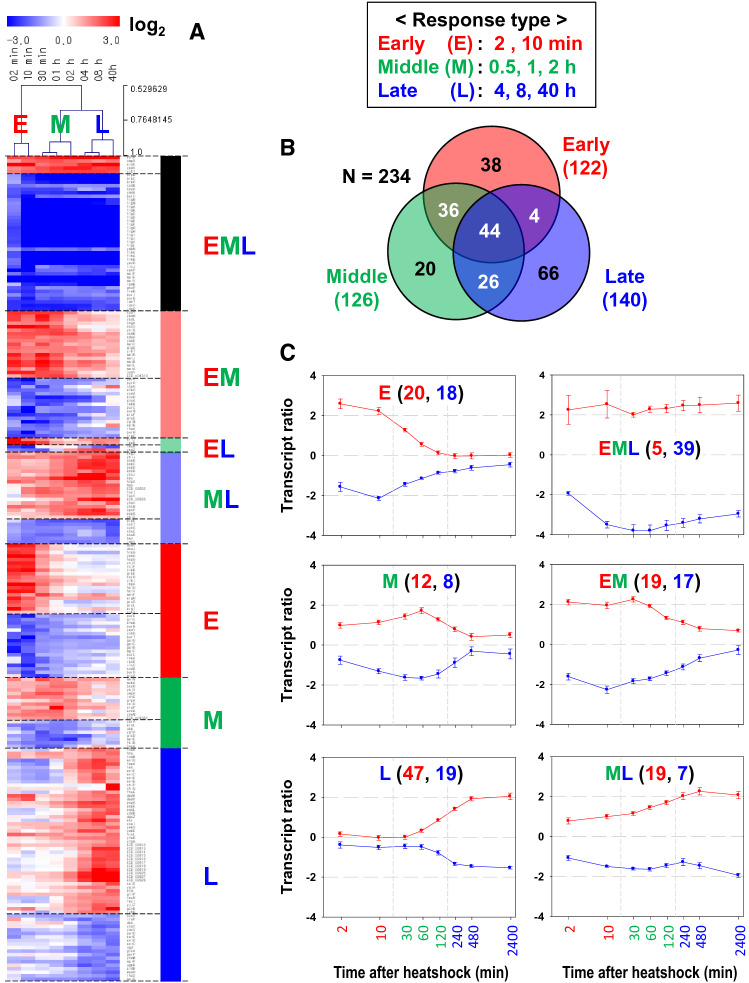
Genes differentially expressed at the early, middle, and late periods of the upshifted temperature. The mRNA log_2_ ratios of time-series data were normalized to a sample from pre-perturbation (30 min before the temperature upshift). (**A**) Heatmap of the transcript ratios grouped according to time stages with member genes in rows and sampling time points in columns. Clustering of the sampling time points is shown above the heat map for the early (E), middle (M), and late (L) stages. The image was created with MeV software (version 4.9.0, https://mev.tm4.org). (**B**) Venn diagram of the differentially expressed genes (DEGs) identified in the different time stages. (**C**) Time profiles of averaged transcript ratios of the DEGs according to the time stage. The X-axis denotes the culture time after the temperature upshift (min in log scale), and the Y axis denotes the log_2_-transformed transcript ratio in reference to the mRNA intensity at 30 min before the perturbation. The error bar denotes the standard error of the mean from the member genes. In each plot, the numbers of upregulated and downregulated genes are depicted in red and blue, respectively.

**Table 1:** Functional enrichment of DEGs characteristic of early, middle, and late responses.

Class^a^	Gene Ontology (GO) function	False discovery rate	Genes
E.high	Response to heat (GO:0009408)	9.71E−13	*clpB*, *dnaKJ*, *groSL*, *grpE*, *hslVU*, *hspQ*, *htpG*, *ibpA*
E.low	Purine biosynthesis (GO: 0009127)	1.83E−04	*purB*, *purD*, *purE*, *purL*, *purT*
M.high	Not detected	–	*–*
M.low	Not detected	–	*–*
L.high	Enterobactin metabolic process (GO:0009238)	4.75E−06	*entCEB*, *entD*, *fes-entF*
L.low	Not detected	–	–
EML.high	Not detected	–	*–*
EML.low	Flagellum organization (GO:0044781)	1.89E−09	*flgAMN*, *flgD*, *flgGJK*, *flhBAE*
	Disaccharide transport (GO:0015766)	1.77E−04	*malK-lamB*, *malEF*, *treB*
EM.high	Methionine biosynthesis (GO:0009086)	3.60E−03	*metA*, *metBL*, *metJ*, *metR*
EM.low	Biosynthesis of purine and pyrimidine (GO:0009156)	2.28E−03	*purC*, *purH*, *purK*, *purM*, *pyrD*
ML.high	Phage shock (GO:0009271)	6.34E−03	*pspBD*, *pspG*
ML.low	Not detected	–	–

^a^Time stages are early (E; 2 and 10 min), middle (M; 0.5, 1, and 2 h), and late (L; 4, 8, and 40 h), and the gene expression is high or low. See Fig. 2C for the gene expression pattern.

Global gene expression was coordinated by the expression levels of sigma factors in different time frames (Supplementary Fig. S5). The major heat-inducible sigma gene (*rpoH*) and the predominant vegetative sigma gene (*rpoD*) were highly expressed upon the temperature upshift. Expression level of the stationary phase sigma factor gene (*rpoS*) did not respond appreciably to the temperature upshift, indicating that the heatshock condition in this study was not accompanied by entry into the stationary phase. 

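For rpoS (ECD_02591, 13 probes), the log2 ratio was 0.01 at 2 min, -0.03 at 10 min, -0.10 at 30 min, 0.01 at 1 h, -0.09 at 2 h, -0.09 at 4 h, -0.24 at 8 h and -0.08 at 40 h. The SD between its probes ran from 0.13 to 0.23. No time point passed 2-fold. The size of the change depended on the scaling, and with arrays centred on their median rpoS was at -0.61 at 8 h and -0.54 at 40 h. From the flat course of rpoS, the paper concludes that the culture did not enter the stationary phase under this heatshock.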

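For rpoE (ECD_02467, 16 probes), the log2 ratio was -0.26 at 2 min (SD 0.08 between probes) and -2.25 at 10 min (SD 0.24). It then rose to -1.89 at 30 min, -1.25 at 1 h, -1.01 at 2 h, -1.05 at 4 h, -0.80 at 8 h and -0.24 at 40 h. The extent of this return depended on the scaling. With arrays scaled to their 75th percentile rpoE was at -0.55 at 40 h, and with arrays centred on their median it was at -1.15 at 8 h and -0.72 at 40 h.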

Unexpectedly, the second heatshock sigma factor gene (*rpoE*) was downregulated within 10 min after the heat stress and gradually returned to the level in unstressed cells. The dynamic expression changes of the sigma factor genes are described in detail in Supplementary Text and Supplementary Fig. S6.

### Metabolomic response to heat stress

GC–TOF–MS analysis was used to assess the changes in the intracellular metabolite profiles in response to heat stress. GC–TOF–MS detected 45,489 variables in all samples, which were then subjected to principal component analysis (PCA) (Supplementary Fig. S7). Consistent with the clustering of the transcriptome data, the partial least squares-discriminant analysis (PLS-DA) score plot derived from the value of the PCA model showed the clear separation of the three stages: the early (2 and 10 min), middle (0.5, 1, and 2 h), and late (4, 8, and 40 h) responses (R2X = 0.355, R2Y = 0.987, Q2 = 0.836, *p* value < 0.05).

Variable importance in projection (VIP) scores rank the overall contribution of each variable to the PLS-DA model. Variables with VIP > 1.0 are considered statistically significant in this model. In this study, VIP analysis was initially applied to obtain the significant variables that could be used for metabolic pathway analysis. Of a total of 77 metabolites identified, the levels of 57 metabolites were significantly altered among the samples based on their VIP values (> 1.0) from the PLS‐DA models and *p* values (< 0.05) from one‐way ANOVA (Fig. 3 and Supplementary Table S3). These 57 metabolites comprised organic acids (n = 15), amino acids (n = 10), lipids (n = 10), carbohydrates (n = 7), nitrogenous bases (n = 6), amines (n = 2), a benzenoid (n = 1), and miscellaneous metabolites (n = 6). Metabolites that varied significantly among the time stages were visualized by heat map analysis (Fig. 3). The metabolites selected displayed greater than ± 1.0 of log_2_ scale fold-changes normalized by the sample (negative control) from the steady-state culture at 37 °C. Following the shift to 42 °C, there was pronounced accumulation of glutarate, cadaverine, trehalose, threonate, and especially lysine. The accumulation of phosphoric acid, gluconic acid, maleate, xylose, alanine, valine, and adenosine-5′-diphosphate was low, except for the transient high accumulation of alanine and adenosine-5′-diphosphate in the first 10 min after the temperature upshift.

**Figure 3:**
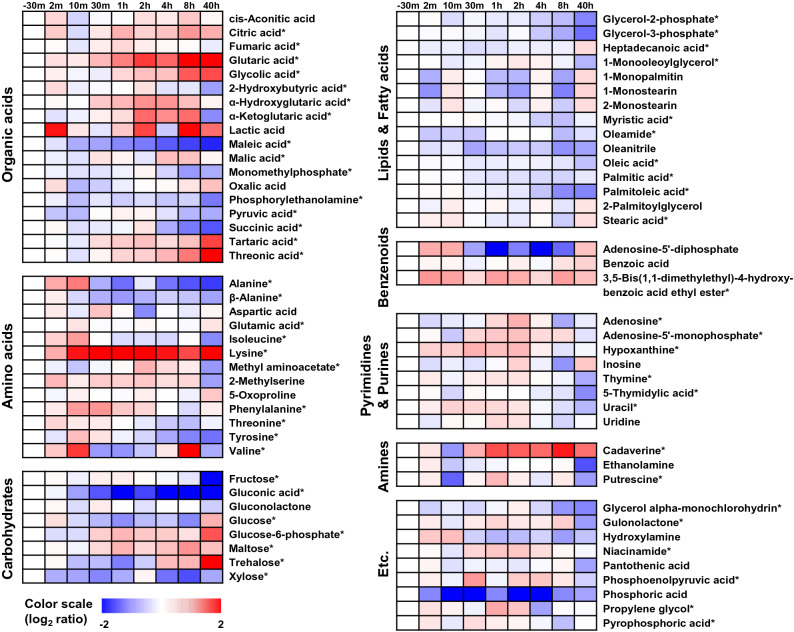
Time profiles of the intracellular metabolites under heat stress. Seventy-seven metabolites were identified via the GC-TOF–MS analysis and are listed in Supplementary Table S3. Fifty-seven of these metabolites that were significantly differentially expressed among the samples (VIP > 1.0 and *p* < 0.05) are indicated by asterisks. Fold-change was calculated as the relative abundance of each metabolite in every sample relative to that in the sample taken before the perturbation. The metabolic alternations are depicted as heatmaps on a log2 scale.

### Morphological response to heat stress

As environmental changes often influence bacterial shape^28^, we monitored cell morphology using flow cytometry and SEM throughout the culture (Fig. 4). Cell size distribution was analyzed based on forward scatter (FSC) in flow cytometry (Supplementary Fig. S8). FSC correlates mainly with the longest diameter of rod-shaped bacteria, and it has been reported to agree well with microscopic observations^29,30^. FSC corresponding to the largest 1% in the size distribution of the cells at steady-state growth at 37 °C was used as the threshold to estimate the fraction of large-sized cells at each of the sampling time points. After the temperature upshift to 42 °C, the mean cell size and the proportion of large-sized cells kept increasing with culture time. The large-sized cell fraction comprised 14.1% of the cells cultured for over 40 h at 42 °C. To visually inspect the morphological change, cells cultured at 37 °C (30 min before the temperature upshift) and 42 °C (40 h after the temperature upshift) were examined by SEM. The images showed that the heat-shocked cells were elongated or even filamentous. They also displayed granule-like appendages on the cell surface.

**Figure 4:**
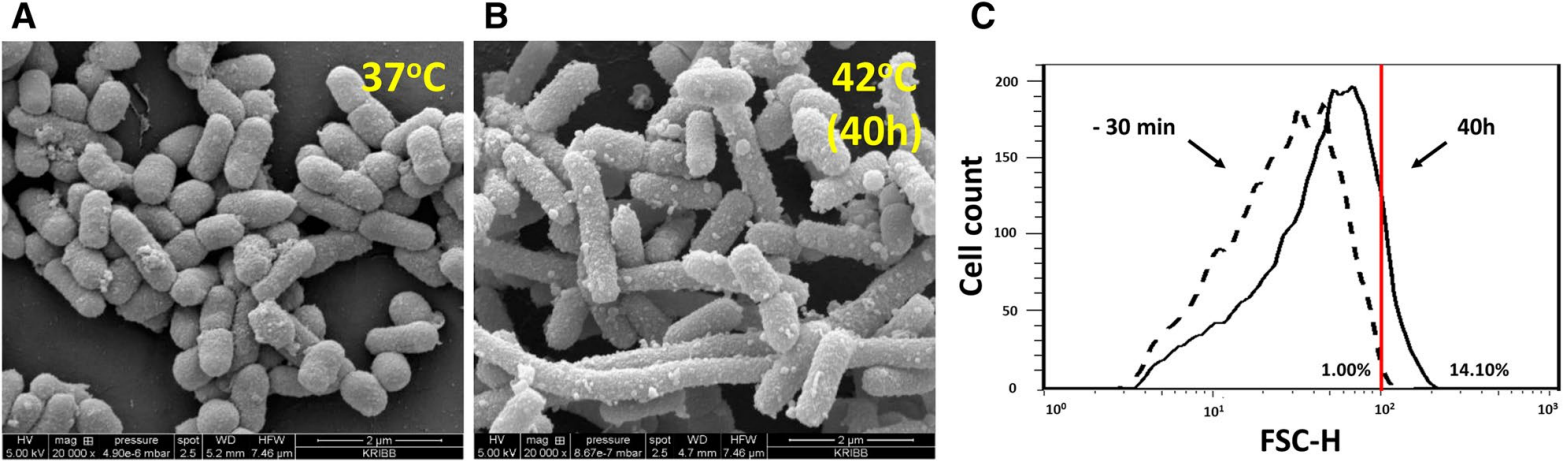
Morphological changes of *E. coli* during heatshock. Scanning electron micrographs of bacterial cells grown in the chemostat culture at 37 °C 30 min before the temperature upshift (− 30 min sample) (**A**) and 40 h after the temperature upshift to 42 °C (**B**). Cell size distributions determined using flow cytometry analysis (**C**). Dotted and solid lines denote cells at 37 °C 30 min before the temperature upshift and 40 h after the shift to 42 °C, respectively. The vertical red line represents the longest 1% size of the -30 min sample, which was used as the threshold. The mean forward scatter height (FSC-H) on the X axis represents the length of the rod-shaped bacteria. Percentages of elongated cell size in the total cells are 1% for the − 30 min samples and 14.10% for 40 h samples.

To discern whether the morphological change resulted from genetic mutation or nonheritable phenotypic plasticity, we performed microbial experimental evolution^31^. Chemostat culture samples 40 h after the temperature upshift were propagated at 37 or 42 °C in MR medium by transferring 0.25 mL of culture into 25 mL of fresh medium every 12 h. After 16 serial transfers (equivalent to about 100 generations), samples were examined by SEM (Supplementary Fig. S9). The images revealed that the filamentous, granule-forming *E. coli* returned to their regular size and shape after experimental evolution at 37 °C and 42 °C. These findings indicated that the morphological changes were a result of the acclimation to heat stress through phenotypic plasticity and not due to a completely novel phenotype acquired through genetic mutation.

### Experimental verification of thermotolerant genes

Since some genes were highly expressed at the end of the culture, we tested the effect of the knockout of these genes. We focused on genes encoding ATP-independent periplasmic chaperone (*spy*), outer membrane porin for chitooligosaccharides (*chiP*, formerly *ybfM*), putative periplasmic zinc metallopeptidase (*pqqL*), and a hypothetical protein (ECD_02813) (Fig. 5A). The *spy* gene was chosen because of its consistent high activation throughout the temperature upshift, in contrast to an impulse-like expression pattern of most other chaperones. *chiP* was highly activated only at the end of the perturbation, as was ECD_02813 (the first gene of the biosynthetic gene cluster of capsular polysaccharides). *pqqL* was downregulated during the early stage and gradually upregulated thereafter. 

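For spy (ECD_01712, 16 probes), the log2 ratio was 1.44 at 2 min, 1.84 at 30 min, 2.82 at 1 h, 3.91 at 4 h, 3.62 at 8 h and 2.62 at 40 h, with an SD of 0.12 to 0.33 between probes. For chiP (ECD_00638, 16 probes), it was 0.04 at 2 min and below 0 from 10 min to 8 h, with -1.0 at 2 h and -0.43 at 8 h. With dim genes at their bound, the fall of chiP at 2 h was not past 2-fold. At 40 h chiP reached 5.06 (SD 0.58 between probes). The adjoining gene chiQ (ECD_00639), added for its change between 8 h and 40 h, was not well above background before the shift or at 8 h, so the size of its rise is not known. At 40 h it was at least 23.3-fold above the array before the shift. For pqqL (ECD_01452, 13 probes), the array at 2 min was not well above background and the fall there is at least 1.5-fold. The log2 ratio of pqqL was then -0.72 at 10 min, 0.53 at 2 h, 1.23 at 4 h, 1.77 at 8 h and 2.41 at 40 h. ECD_02813 had 42% of its 12 probes well above background before the shift, so its rise is given as a bound: at least 1.7-fold at 8 h and at least 1.6-fold at 40 h. A bound compares the brighter array with the higher of the dim probe's own signal and the lowest signal among probes well above background on the dim array.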

Compared with the wild type (WT), all the gene deletion mutants showed similar cell growth at 30 °C (Fig. 5B and Supplementary Fig. S10A). At 37 °C, the deletion mutants, except ΔECD_02813, displayed slower cell growth with a lower final cell density. However, at 44 °C which was the highest temperature allowing *E. coli* growth using the MR defined medium in our preliminary experiment, the growth of all the mutants was significantly reduced. The temperature-dependent growth might indicate that *spy*, *chiP*, *pqqL*, and ECD_02813 play a role in thermotolerance.

**Figure 5:**
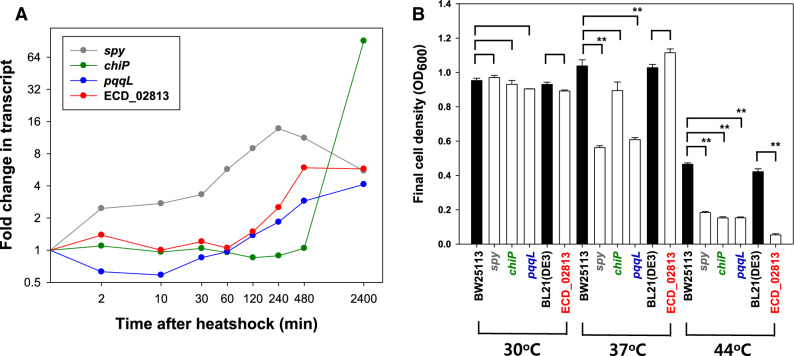
Effect of heatshock-responsive gene (*spy*, *chiP*, *pqqL*, and ECD_02813) deletion on bacterial growth with temperature. (**A**) Temporal expression levels. The X-axis denotes the culture time after the temperature upshift (min in log scale). The Y axis denotes the log_2_-transformed transcript ratio in reference to the mRNA intensity 30 min before the temperature upshift. (**B**) Final cell densities of the deleted mutant strains (in white bars) and their background strains (black bar) grown in MR medium for 24 h at 30 °C, 37 °C, and 44 °C (**p < 0.01). The error bars represent the standard deviation of the mean from three independent cultivations.

Intrigued by the lack of growth of ΔECD_02813 at 44 °C, we constructed a complementation system expressing the plasmid-encoded gene cluster of ECD_02813-02819 in ΔECD_02813, since ECD_02813 was the first gene of the seven-gene operon (Supplementary Fig. S4D). The expression of ECD_02813-02819 in the WT strain did not improve cell growth at 37 °C, however, did restore the cell growth to a level comparable to that of the WT strain grown at 44 °C (Supplementary Fig. S10B). The gene deletion and complementation results strongly suggested that the expression of the biosynthetic gene cluster of capsular polysaccharides contributes to improved cell growth at high temperatures.

### Metabolic adaptation to heat stress

Microorganisms often respond to environmental stresses by diverting cellular resources from biomass synthesis to the restoration of homeostasis^25^. In our study, the expression levels of metabolic genes were continually readjusted during the continued heat stress (Supplementary Fig. S11). 

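For 16 genes of the TCA cycle with named probes, the median log2 ratio was -0.36 at 2 min and -0.21 at 10 min, or 0.78-fold and 0.87-fold. Percentiles among 10000 random lists of the same size matched on mean expression were 1.4 and 10.3. The median then rose to 0.11 at 30 min, 0.26 at 1 h, 0.37 at 2 h, 0.46 at 4 h, 0.40 at 8 h and 0.41 at 40 h. With arrays centred on their median, it was lower throughout and below 0 at 30 min (-0.31), 1 h (-0.09) and 40 h (-0.04). By quantiles, only acnB (ECD_00117) was past 2-fold downwards at 2 min, with -1.12, and only fumC (ECD_01580) at 10 min, with -1.01. With arrays scaled to their 75th percentile, 2 genes were at each of these times. With arrays centred on their median, 4 were at 2 min and 2 at 10 min.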

Tricarboxylic acid (TCA) cycle genes were downregulated by approximately 0.7-fold within 10 min after the temperature upshift and gradually increased thereafter. Particularly, the expression of genes associated with two consecutive steps of the TCA cycle responsible for the conversion of malate to oxaloacetate by malate dehydrogenase (encoded by *mdh* and *mqo*) and then to citrate by citrate synthase (*gltA*) kept increasing up to approximately 1.4-fold. This agreed with a previous *E. coli* proteome analyses of the HSR, which revealed that malate dehydrogenase was highly expressed under heatshock conditions, with the solubility of the recombinant proteins being dramatically increased when expressed with malate dehydrogenase as a fusion expression partner^32^. 

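For mqo (ECD_02137, 13 probes), the log2 ratio was -0.10 at 2 min, 0.65 at 10 min, 1.48 at 30 min, 1.88 at 1 h, 2.23 at 2 h, 2.54 at 4 h, 2.56 at 8 h and 2.48 at 40 h, with an SD of 0.35 to 0.49 between probes. For gltA (ECD_00680, 16 probes), it was 0.42 at 2 min, 0.35 at 2 h, 0.96 at 8 h and 0.83 at 40 h. The median of both genes at 40 h corresponded to 3.14-fold. The mdh gene was not analysed here.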

Another *E. coli* proteome analysis observed the high expression of citrate synthase under heat stress^16^.

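Of the terminal oxidase operon, cyoE (ECD_00379, 13 probes) was analysed. Its log2 ratio was -1.15 at 2 min (SD 0.11 between probes), or 0.45-fold, and then -0.82 at 10 min, -0.67 at 30 min, -0.39 at 1 h, -0.38 at 2 h, -0.61 at 4 h, -0.25 at 8 h and -0.48 at 40 h. The extent of the return of cyoE depended on the scaling. At 40 h it was at -0.74 with arrays scaled to their 75th percentile and at -0.90 with arrays centred on their median. At 10 min cyoE was past 2-fold under both (-1.03 and -1.06), and at 30 min under centring (-1.04). The other genes of this operon and the atp operon were not analysed here.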

Operons for cytochrome *bo*_*3*_ terminal oxidase (*cyoABCDE*) and ATP synthase (*atpIBEFHAGDC*) were also downregulated (by approximately 0.5-fold) upon heat stress and were restored to their levels before perturbation. Metabolome analysis also showed that the phosphate (detected as phosphoric acid) required for ATP synthesis was decreased upon the temperature increase. The transiently decreased expression of genes involved in the TCA cycle and ATP synthesis suggested that thermal stress can trigger the reduced activity of aerobic respiration upon heat stress, which recovers when the cells adapt to the stress.

Genes involved in the biosynthesis pathways of purine and pyrimidine nucleotides (*purA*, *purB*, *purC*, *purEK*, *purF*, *purHD*, *purl*, *purMN*, *purT*, *pyrBI*, *pyrC*, *pyrD*, *pyrE*, *pyrF*, *pyrG*, *ndk*, *guaBA*, and *pyrH*) were downregulated at 42 °C, especially within 10 min after the perturbation (≤ 0.5-fold). 

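Of these genes, 18 were analysed. Their median log2 ratio was -1.20 at 2 min and -1.73 at 10 min. At 10 min, 12 of the 18 were at 0.5-fold or lower, and 11 under both other scalings of the arrays. The ratio at that time was -3.45 for purH (ECD_03883), -3.30 for purT (ECD_01820), -2.74 for purC (ECD_02368), -2.59 for pyrC (ECD_01058) and 0.00 for pyrG (ECD_02625). For purH, 10 min was not well above background, and the fall there is at least 8.1-fold. The median was -0.88 at 30 min, -0.97 at 4 h, -0.60 at 8 h and -0.50 at 40 h.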

Most of the genes involved in amino acid biosynthesis pathways did not vary appreciably at 42 °C, except for those involved in the biosynthesis pathways of histidine (*hisGDCBHAFI*) and arginine (*argCBH*, *argA*, *argD*, *argE*, *argG*, and *argI*), which were highly expressed, especially during the initial 10 min. 

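The 8 histidine genes had a median log2 ratio of 0.93 at 2 min, 0.68 at 10 min, 0.21 at 30 min, 0.42 at 2 h, 0.83 at 4 h, 1.23 at 8 h and 1.14 at 40 h, with 4 genes past 2-fold at 2 min, none at 10 min and 7 at 8 h. With arrays centred on their median, the median was 0.74 at 2 min and 0.98 at 8 h, with 2 genes past 2-fold at each. At 30 min the sign turned negative (-0.04) with arrays centred on their median. Of the arginine genes, argH, argA and argI were analysed. Their median was 2.66 at 2 min, 1.11 at 10 min, 0.50 at 1 h and 1.20 at 40 h. The highest single value was that of argI (ECD_04120), with 3.23 at 2 min and 0.53 at 10 min.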

Genes involved in methionine metabolism exhibited complicated expression patterns upon heat stress. 

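For metA, metB and metK, the median log2 ratio was 2.20 at 2 min, 1.61 at 10 min, 2.66 at 30 min, 1.94 at 1 h, 1.07 at 2 h, 1.36 at 4 h, 1.41 at 8 h and 0.89 at 40 h. In fold terms this was 4.61 at 2 min, 3.04 at 10 min and 6.34 at 30 min. At 30 min the individual values were 3.42 for metB (ECD_03825), 2.66 for metA (ECD_03885) and 2.38 for metK (ECD_02772).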

The genes involved in the conversion of aspartate to homoserine (*metL*) and then to homocysteine (*metA*, *metB*, and *metC*) as well as the *metK* gene required for the conversion of methionine to S-adenosyl-L-methionine showed continued high expression (approximately fourfold), especially within the initial 10 min after the temperature upshift. In contrast, genes necessary for the conversion of homocysteine to methionine (*metE* and *metH*) were downregulated by approximately 0.5-fold. 

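For metE (ECD_03708, 16 probes), the log2 ratio was -0.50 at 2 min, -0.89 at 10 min, -1.41 at 30 min, -1.75 at 1 h and -2.04 at 2 h, and then -0.80 at 4 h, -0.04 at 8 h and -0.41 at 40 h. The SD between probes was 0.33 to 0.42. At 10 min the value corresponded to 0.54-fold. The metH gene was not analysed here.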

When *E. coli* growing in a defined medium are exposed to elevated temperatures, the intracellular methionine concentration becomes limited and cell growth stops^33^. Methionine deficiency is mainly caused by the thermally unstable *metA* gene product, homoserine trans-succinylase, which catalyzes the first step in the methionine biosynthesis pathway and is induced by elevated temperatures^34^. While most amino acid biosynthetic genes are organized into one operon, methionine biosynthetic genes are scattered throughout the *E. coli* genome^35^. The expression of *met* genes is regulated by multiple promoters mediated by the MetJ repressor and the MetR activator. 

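The repressor gene metJ (ECD_03824, 16 probes) had a log2 ratio of 2.24 at 2 min, 1.68 at 10 min, 2.44 at 30 min, 1.81 at 1 h and 0.87 at 2 h. The activator gene metR (ECD_03707, 13 probes) had 2.91, 2.11, 3.30, 2.49 and 1.74 at the same times. At 40 h, metJ was at 0.37 and metR at 1.02.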

While *metJ* and *metR* have conflicting roles in the regulation of the *met* genes, in our study, both were induced during the early and middle stages (Supplementary Table S1). This might suggest the existence of as-yet unknown regulatory mechanisms for methionine biosynthesis.

### Protectants against heat-induced oxidative stress

Heat stress can generate large amounts of ROS, which include superoxide anions and hydrogen peroxide, resulting in oxidative stress^36^. To scavenge ROS, cells need to produce antioxidants. The induction of oxidative stress has been reported in previous experiments in which rapidly growing *E. coli* exposed to heatshock entered the stationary phase^16,37–39^. In our study, a temperature increase from 37 to 42 °C in the aerobic *E. coli* chemostat resulted in the generation of up to fivefold more ROS in 10 h, which was finally fully restored to the level at 37 °C (Fig. 1). The *sodC* gene encoding periplasmic superoxide dismutase was highly expressed. However, the *sodA*, *ahpC*, and *katE* antioxidant genes were not. 

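For sodC (ECD_01616, 13 probes), the log2 ratio was 0.65 at 2 min, 0.77 at 10 min, 0.62 at 30 min, 0.85 at 1 h and 0.61 at 2 h, and it was -0.13 at 4 h, -0.22 at 8 h and -0.19 at 40 h. The highest value corresponded to 1.80-fold, and no time point passed 2-fold. The SD between probes was 0.16 to 0.32.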

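For sodA (ECD_03794, 16 probes), the log2 ratio was -0.95 at 2 min, -1.58 at 10 min, -1.60 at 30 min and -0.91 at 1 h, and it was -0.01 at 8 h. For ahpC (ECD_00574, 13 probes), all values lay between -0.35 and 0.28. The ratio of katE (ECD_01701, 16 probes) was -1.15 at 2 min, 0.12 at 30 min, -1.14 at 8 h and -1.41 at 40 h.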

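Besides enterobactin biosynthesis, 5 genes of iron metabolism were analysed (fhuA, fhuE, fecR, bfd and fecI). Their median log2 ratio was -0.21 at 2 min, -0.46 at 30 min, 0.21 at 1 h, 1.09 at 2 h, 1.27 at 4 h, 1.60 at 8 h and 1.59 at 40 h. At 2 min the sign was positive (0.15) with arrays scaled to their 75th percentile. The fhuE probes were mostly below background before the shift. With fhuE at its bound the medians were 0.0 at 2 min, -0.35 at 30 min, 0.15 at 1 h, 0.88 at 2 h, 1.1 at 4 h and 1.48 at 8 h. Of the 5 genes, 2 were then past 2-fold at 2 h and 4 at 40 h. At 40 h the log2 ratio was 1.99 for fhuA (ECD_00149), 1.92 for bfd (ECD_03188), 1.59 for fecI (ECD_04159) and 1.36 for fecR (ECD_04158). The enterobactin median was -0.21 at 1 h and 1.09 at 2 h.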

Interestingly, genes involved in iron metabolism, which included enterobactin biosynthesis (*entCEB*, *entD*, and *fes*-*entF*), iron uptake (*fhuA* and *fhuE*), regulator of *fec* operon (*fecR*), sRNA involved in iron homeostasis (*ryhB*), bacterioferritin-associated ferredoxin (*bfd*), and iron-starvation sigma factor (*fecI*), began to be upregulated 2 h after the temperature increase. The increases were profound by the end of the culture. Enterobactin is a siderophore that has cytoprotective activity against oxidative stress. The transcription and production of enterobactin are induced in *E. coli* exposed to either hydrogen peroxide or paraquat, even under conditions of excess iron^40^.

Heat-inducible metabolites are essential for protecting cells from oxidative stress. Our metabolome analysis showed that significant accumulation of lysine at 42 °C preceded the incremental increase of cadaverine and glutarate (Fig. 3), indicating the activation of the metabolic pathway from lysine via cadaverine to glutarate. 

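For ldcC (ECD_00184, 16 probes), the log2 ratio was 0.48 at 2 min, 0.63 at 10 min, 0.57 at 30 min, 0.76 at 1 h and 0.44 at 2 h, and then -0.25 at 4 h, -0.55 at 8 h and -0.59 at 40 h. Its highest value was 1.69-fold, and the SD between probes was 0.20 to 0.30.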

The *ldcC* gene, which encodes lysine decarboxylase for the conversion of L-lysine into cadaverine, was upregulated. Cadaverine is a cellular polyamine that has an important protective role under conditions of acidic pH, oxidative stress, and anaerobic phosphate (Pi) starvation^41,42^. SodA induction was considerably reduced by the increased formation of cadaverine in *Vibrio vulnificus*, demonstrating that cadaverine can function as an ROS scavenger^43^. Cadaverine is also associated with the biosynthesis of siderophores^44^.

Among the carbohydrates identified from the metabolome analysis, trehalose accumulation began 4 h after the temperature increase and gradually reached its maximum (sevenfold) by the end of the culture period (Fig. 3). The disaccharide trehalose prevents proteins from denaturation and aggregation, and its protective role in heatshock has been extensively studied in yeast^45^. Trehalose is biosynthesized from UDP-glucose and glucose-6-phosphate, and it can be degraded into two molecules of glucose that enter the glycolytic pathway. Genes for trehalose biosynthesis (*otsBA*) and cytoplasmic trehalase (*treF*) were transiently induced upon the temperature shift. 

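Of these genes, otsB (ECD_01866, 13 probes) was analysed. Its log2 ratio was 0.68 at 2 min, 0.69 at 10 min, 0.70 at 30 min and 0.71 at 1 h, then 0.19 at 2 h, -0.35 at 4 h, -0.51 at 8 h and -0.22 at 40 h, with an SD of 0.12 to 0.40 between probes.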

The different accumulation patterns of internal trehalose and cadaverine might suggest that these molecules have distinct protective roles.

### Morphological plasticity by acclimation to continued heat stress

Many bacteria produce capsular polysaccharide (K) antigens on their surfaces to protect themselves from various environmental stresses^46,47^. Extraintestinal pathogenic isolates of *E. coli* usually express group II capsules^48^. Distinct from other groups, group II capsules are thermo-regulated and are not expressed below 20 °C^48^, which ensures that capsule expression is turned on inside the host but not in the external environment. Group 2 K1 capsule biosynthesis genes of *E. coli* are organized in three regions^49^. The region 1 genes encode enzymes for the export and translocation of mature polysaccharides, and the region 3 genes encode the ATP-binding-cassette transporter. Region 2 gene products are involved in the biosynthesis and polymerization of the K1 polysaccharide. In the group II capsular gene cluster of *E. coli* BL21(DE3), region 1 and 3 genes are functional. However, region 2 contains insertion sequence (IS) elements, which render this strain non-encapsulated^50^. Unexpectedly, the SEM images revealed granule-like appendages on the surface of the elongated or filamentous cells grown at 42 °C for 40 h (Fig. 4). The appendages are not likely to be colanic acid (CA) as the whole gene cluster for CA biosynthesis was hardly expressed at 37 °C and 42 °C. In addition, CA production is decreased at high temperature and is undetectable at 42 °C^51^. Presumably, the IS insertion at region 2 in BL21(DE3) did not completely abolish the sugar production, and the non-polymerized sugar was presented on the cell surface.

When the granule-forming and elongated cells were serially transferred in shake flask cultures at either 37 °C and 42 °C, the morphology returned to the regular rod-like form (Supplementary Fig. S9). Organisms acclimate to environmental stresses via two phases of adaptation involving physiological acclimation by phenotypic plasticity in the short-term and adaptive evolution by genetic changes in the long-term^52^. To cope with a sudden change in environmental conditions, cells can rewire their transcriptional regulatory network by controlling both the expression levels of the responding genes and the timing of the response^26,53^. Long-term experimental evolution studies with microorganisms have been widely performed to correlate genetic mutations to phenotypic changes by comparing ancestral and evolved strains^54–56^. However, the mechanism underlying the physiological acclimation to thermal stress remains largely unexplored. Our findings indicate that the morphological change was a result of acclimation to the continued heat stress through phenotypic plasticity, with the expression of genes producing thermotolerance.

### Identification of genes conferring thermotolerance

The heat-responsive profiles of the transcriptome and metabolome can be classified into early (2 and 10 min), middle (0.5, 1, and 2 h), and late (4, 8, and 40 h) stages (Fig. 2). The poor overlap among DEGs at each time point suggested the distinct physiological role of each stage. At the early stage, a damage control response is invoked, such as the involvement of protein chaperones. This response is a prompt and transient event, which is widespread in environmental stresses and is related to cross-protection^2^. When the heat stress persisted, gene expression level can settle at a new steady state, and genes that are highly expressed at the late stage could be potential targets for conferring thermotolerance. To test this hypothesis, single-deletion mutants of the relevant genes (*spy*, *chiP*, *pqqL*, and ECD_02813) were constructed. All showed growth defects at 44 °C, but not at 30 °C and 37 °C. Particularly, the deletion and complementation of region 1 of the capsular gene cluster (ΔECD_02813) suggest that the expression of the capsule gene cluster is beneficial only for cell growth at severe heatshock conditions of 44 °C (Fig. 5B and Supplementary Fig. S10). These findings demonstrate that genes that are specifically highly expressed in the late stage of heat stress could be good candidates to confer heat-specific protection.

Conclusively, results of the multi-omics analysis combined with physiological observations can be distilled into a regulation model of *E. coli* in response to the prolonged thermal stress (Fig. 6). Further, insights and omics data generated in this study expand our knowledge of the HSR and should be useful to rationally engineer thermotolerance in microorganisms.

**Figure 6:**
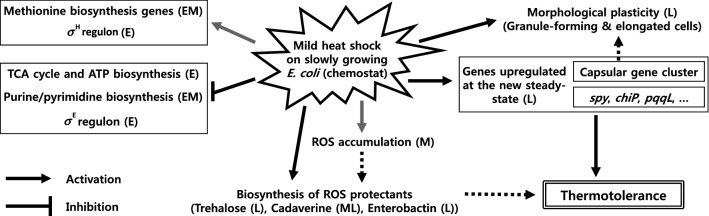
A proposed regulation model of *E. coli* in response to the prolonged heat stress. The solid black lines represent the findings of this study. The solid gray lines denote the present results that agree with those of previous studies. The dotted lines represent the hypothetical links suggested in this study, requiring experimental validation. Arrows represent the activation influences, and blunt-headed lines denote repression. Rectangles depict the biological processes or their associated genes, and the parentheses denote the early (2 and 10 min; E), middle (0.5, 1, and 2 h; M), and late (4, 8, and 40 h; L) stages of heat stress.

## Methods

### Bacterial strains and chemostat conditions

The *E. coli* strains and plasmids used in this study are listed in Supplementary Table S4. *E. coli* strain BL21(DE3) was provided by F William Studier, Brookhaven National Laboratory^57^. Modified R (MR) defined medium was used for the seed culture, initial batch culture, and feeding solution. The MR medium (pH 7.0) contained 3 g/L glucose, 4 g/L (NH_4_)_2_HPO_4_, 6.67 g/L KH_2_PO_4_, 0.8 g/L citric acid, 0.8 g/L MgSO_4_·7H_2_O, and 5 mL/L trace metal solution. The trace metal solution contained 0.5 M HCl, 10 g/L FeSO_4_·7H_2_O, 2.2 g/L ZnSO_4_·7H_2_O, 1 g/L CuSO_4_·5H_2_O, 0.5 g/L MnSO_4_·4H_2_O, 0.02 g/L Na_2_B_4_O_7_·10H_2_O, 2 g/L CaCl_2_, and 0.1 g/L (NH_4_)_6_MO_7_O_24_·4H_2_O^23^. Throughout the culture, the pH was maintained at 7.0 by the automatic feeding of 3 M NaOH. The dissolved oxygen concentration was kept above 40% air saturation by supplying air (1.5 L/min) and automatically varying the agitation speed above 300 rpm.

The seed cultures were prepared by growing cells in 125-mL flasks containing 25 mL of MR medium at 37 °C and 200 rpm for 12 h. Next, 10 mL of seed culture was transferred to a 2.5-L BioFlo 310 fermenter (New Brunswick Scientific, Edison, NJ, USA) containing 1 L of MR medium. Cultures were first run in the batch mode at 37 °C. When the cell density (OD_600_) reached 2.4 at the exponential phase, the culture mode was changed to continuous at a dilution rate (D) of 0.1 h^−1^ by the continuous supply of the feeding solution. After the culture reached steady-state (approximately 50 h after the feeding), the temperature was shifted to 42 °C within 3.5 min. The concentrations of glucose, acetate, citrate, formate, and succinate in the culture media were measured using a model 1260 Infinity HPLC device (Agilent Technologies, Santa Clara, CA, USA) equipped with an Aminex HPX-87H ion exchange column (300 × 7.8 mm; Bio-Rad Laboratories, Hercules, CA, USA). For transcriptome and metabolome analyses, samples were taken at nine time points: 30 min before the perturbation and 2, 10, 30, 60, 120, 240, 480, and 2400 min after the start of perturbation.

### Transcriptome analysis

A whole genome high-resolution tiling array was constructed to contain 957515 60-mer probes with strand-specific sequences, in addition to the controls included by the manufacturer (Agilent custom GE microarray, 1 × 1 M)^23^. Probes were tiled every 10 bp (i.e., a 50 bp overlap between adjacent probes) for the BL21(DE3) genome^58^.

Total RNA was prepared using the RNAprotect Bacteria Reagent (Qiagen, Düsseldorf, Germany) and the mirVana miRNA Isolation Kit (Thermo Fisher Scientific Inc., Waltham, MA, USA) as previously described^23^. The purified RNA was directly labeled with Cy3 using a Label IT µArray Labeling Kit (Mirus, Madison, WI, USA) and was hybridized with the tiling array. The array was scanned using a DNA microarray scanner (Agilent Technologies). Signal intensity and local background were determined using Feature Extraction software (Agilent Technologies). Probe intensities from the array experiments were quantile-normalized.

The Transcription Detector algorithm^59^ was used to determine probes that were expressed above the background level with a FDR of 0.01 using the custom-designed 10,000 negative control probes^23^. The statistical significance of the expression of each locus was evaluated by calculating the *p* value estimating the likelihood of overrepresentation of the expressed probes for each locus based on the cumulative hypergeometric distribution. These *p* values were corrected for multiple comparison testing by the Bonferroni method, and loci with an adjusted *p* value < 0.01 were considered expressed.

A median value of the intensities of probes was assigned to each locus from the individual array experiments. Probe intensities from each time-series sample (after the perturbation) were compared against those of a reference sample (before the perturbation). A median value of the log_2_-transformed intensity ratios of probes was assigned to each locus. The processed array data were plotted against coordinates on the genome using the Gaggle Genome Browser^60^. The MultiExperiment Viewer (MeV)^61^ was used for hierarchical clustering.

### Quantitative real-time PCR (qRT-PCR)

The gene expression levels of selected genes were further measured with qRT-PCR. Total RNA extracted from the time-series samples was reverse transcribed to cDNA using SuperScript II RTase (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. cDNA of the mRNA was amplified using primer pairs (Supplementary Table S5). qRT-PCR was performed using the StepOnePlus Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) using SYBR Green PCR Kit (Applied Biosystems) according to the manufacturer’s instructions. Thermal cycling conditions were 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s, 62 °C for 15 s, and 15 s at the optimal melting temperature of 72 °C. The data were analyzed using StepOne software v2.2.2 (Applied Biosystems). The expression level of each mRNA was normalized to an endogenous control 16S rRNA and calculated using the 2^−ΔΔCt^ method^62^.

### Metabolome analysis

Intracellular metabolites were measured by GC‐TOF‐MS analysis^63^. Cells were harvested by centrifugation at 13,000 rpm for 3 min. For metabolite extraction, the cell pellet was homogenized with 900 μL of methanol and 10 μL of internal standard (0.5 mg/mL, 2-chlorophenylalanine) and subjected to three freeze–thaw cycles (liquid nitrogen-on ice, each step for 5 min). The extracts were then mixed using an MM400 Mixer Mill (Retsch, Haan, Germany) at a frequency of 30 s^−1^ for 5 min with zirconium beads and sonication for 5 min. After centrifugation (12,578 g for 10 min at 4 °C), the supernatant was filtered through a 0.2-μm polytetrafluoroethylene filter and evaporated using a Modulspin 31 speed vacuum concentrator set at 30 °C (Biotron, Seoul, Korea). The extracts were analyzed by GC–MS after methoximation/silylation^63^. GC–TOF–MS analysis was performed on the 7890 gas chromatograph system (Agilent Technologies) combined with a model 7693 autosampler (Agilent Technologies) and equipped with Pegasus HT TOF MS (LECO, St. Joseph, MI, USA) system as previously described^63^. Helium carrier gas flowed constantly at a rate of 1.5 mL/min through a Rtx-5MS column (30 m × 0.25 mm i.d.; 0.25 µm particle size; Restek Corp., Bellefonte, PA, USA). One microliter of the derivatized samples was injected into the GC–TOF–MS instrument with split ratio of 5:1 in the split 1 mode. The oven temperature was maintained at 75 °C for 2 min, raised to 300 °C at a rate of 15 °C /min, and then held for 3 min. The temperatures of the front inlet and transfer line were set to 250 °C and 240 °C, respectively. The electron ionization was performed at ‒ 70 eV, and the mass spectrometric data were collected in full scanning over a range of 50–1000 m/z.

GC‐TOF‐MS raw data was converted to the NetCDF format (*.cdf) using LECO Chroma TOF software (version 4.44, LECO Corp.). After raw file conversion, peak alignment was processed using MetAlign software (version 041012, https://www.metalign.nl). Metabolomics data was normalized using an internal standard. Multivariate statistical analysis of PCA and PLS-DA was performed using SIMCA P+ software (version 12.0, Umetrics, Umea, Sweden).

### Analysis of intracellular reactive oxygen species (ROS)

The intracellular levels of ROS were measured by staining the cells with dihydroethidium (DHE) redox-sensitive dye to detect the intracellular superoxide radicals. Cell cultures were centrifuged at 13,000 rpm for 3 min. After washing with phosphate-buffered saline (PBS, pH 7.4) and centrifuging twice as described above, the cell pellets were resuspended in PBS buffer (10^6^ cells/mL) and centrifuged. The resulting cell pellets were resuspended in 400 μL of DHE solution (10 μg/mL; Invitrogen) as a fluorescent probe for the detection of generated ROS and were incubated for 1 h in the dark. The samples were evaluated using Gemini Fluorescence Microplate Readers (Molecular Devices, Sunnyvale, CA, USA). Fluorescence values were normalized to the cell density (OD_600_ of 1.0). Cells treated with 2 mM hydrogen peroxide and stained were used as a positive control, and those without treatment and staining were used as a negative control.

### Flow cytometry analysis of cell size

Cell cultures were centrifuged at 13,000 rpm for 3 min. After washing with PBS and centrifuging twice as just described, the cell pellets were resuspended in PBS (10^6^ cells/mL). The resuspended cells were analyzed using a FACSCalibur device (Becton Dickinson & Co., Mountain View, CA, USA). Forward scatter (FSC) and side scatter (SSC) were set in E2 (voltage) and 860 v, respectively. The total single-cell population was gated by plotting FSC versus SSC using a 488 nm laser. Approximately 10,000 events (or cells) were recorded per sample. The test was performed for two biological replicates per time point. Cell size was calculated using the FSC value, basically reflecting the length of rod-shaped bacteria^29^.

### Scanning electron microscopy (SEM)

SEM images were taken at the Korea Research Institute of Bioscience and Biotechnology. Cells were fixed in 2.5% paraformaldehyde-glutaraldehyde solution (pH 7.2) for 2 h without centrifugation. After fixation, the samples were washed with 0.1 M phosphate buffer (pH 7.2) and fixed again with 1% osmium tetroxide in 0.1 M phosphate buffer (pH 7.2) at 25 °C for 2 h. The samples were then dehydrated with a graded ethanol series, and the ethanol was substituted with isoamyl acetate. Finally, after drying in CO_2_, the samples were sputtered with gold in a model SC502 sputter coater (Polaron, Kent, UK) and observed using Quanta 250 FEG SEM (FEI Company, Hillsboro, OR).

### Construction of gene deletion and overexpression strains

In-frame deletion of ECD_02813 was performed using the lambda red recombinase system^64^. The Km^r^ cassette was amplified from plasmid pKD4 using the primer pairs of ECD_02813-Mu-F and ECD_02813-Mu-R (Supplementary Table S5). The resulting PCR products were electroporated into *E. coli* BL21(DE3) carrying plasmid pKD46. The gene deletion mutant was verified by PCR and DNA sequencing, and the inserted Km^r^ cassette was removed using plasmid pCP20. In-frame deletion mutants of *pqqL*, *spy*, and *chiP* were obtained from the Keio collection of single-gene deletion mutants of *E. coli* K-12 BW25113^65^.

Four segments of the capsule gene cluster (ECD_02813 to 02819), including promoters, were amplified by PCR using the genomic DNA of *E. coli* BL21(DE3) as a template, CloneAmp HiFi PCR Premix (Clontech, Mountain View, CA, USA), and the primer pairs (Cap1-IF/Cap1-IR, Cap2-F/Cap2-R, Cap3-F/Cap3-R, and Cap4-F/Cap4-IR overlapping homologous DNA at the ends) (Supplementary Table S5). Each amplified DNA segment was purified and sub-cloned into the T-blunt vector. Plasmid pACYC-Duet carrying the *chloramphenicol acetyltransferase* (*cat*) gene was linearized by inverse PCR using CloneAmp HiFi PCR Premix (Clontech) and the primer pair of Duet-IF/Duet-IR including the homologous sequence of the capsule gene. The four segments were amplified and fused to generate the entire gene cluster, which was ligated into the linearized vector using the EZ-Fusion cloning kit (Enzynomics, Daejeon, Korea) according to the manufacturer’s instructions. The construct was verified by DNA sequencing. The constructed plasmid was electroporated into *E. coli* BL21(DE3).

Growth experiments were performed in 96-well plates using an Epoch 2 Microplate Spectrophotometer (BioTek, Winooski, VT, USA) with shaking (282 cpm double orbital) for 24 h at 37 °C and 44 °C. A seed culture was grown in LB medium at 37 °C, and 1 μL was transferred to 99 μL of fresh MR medium contained in each well. The MR medium was supplemented with 3 g/L glucose (for the gene deletion mutants) and 3 g/L glucose, 0.1 mM isopropyl β-d-1-thiogalactopyranoside, and 25 μg/mL chloramphenicol (for the ΔECD_02813 harboring the pACYC-Duet). OD_600_ was measured every 10 min.

## Supplementary information

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Information.

## Data Availability

Tiling array data were deposited in the Gene Expression Omnibus database under entry GSE148034. All relevant data are within the paper and its Supplementary Information files.

# Supplementary material for: Heat-responsive and time-resolved transcriptome and metabolome analyses of Escherichia coli uncover thermo-tolerant mechanisms
**Source:** Sci Rep. 2020 Oct 19;10:17715. doi: 10.1038/s41598-020-74606-8
**Supplement:** Supplementary file 4 — Supplementary Information.

**SUPPLEMENTARY INFORMATION**

**Heat-responsive and time-resolved transcriptome and metabolome analyses of *Escherichia coli* uncover thermo-tolerant mechanisms**

Sinyeon Kim^1^, Youngshin Kim^1^, Dong Ho Suh^1^, Choong Hwan Lee^1^, Seung Min Yoo^2^, Sang Yup Lee^3^ & Sung Ho Yoon^1,*^

**Supplementary Text**

**Genes differentially expressed at the early, middle, and late (C)** **periods of the upshifted temperature.**

To identify significantly overrepresented biological processes in the different time stages (FDR < 0.05), the genes belonging to each time stage from the TTCA analysis (Supplementary Table S2) were subjected to gene ontology (GO) enrichment analysis using the PANTHER (Protein Analysis Through Evolutionary Relationships, http://pantherdb.org) database^1^ (Table 1). For the functional enrichment analysis, 3,413 loci that were expressed in at least one of the nine time-series array data (*p*-value < 0.01) (Supplementary Table S1) were used as a background gene set.

Significantly high expression at all time points under the heat stress was evident in genes encoding outer membrane protein X (*ompX*), L-alanine exporter (*alaE*), and three function unknown proteins (*ybfA*, *ypdK*, and *yjbT*). In contrast to these five genes, many more (n=39) were downregulated throughout the perturbation. 

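Named probes were analysed for ompX, alaE and ybfA, and all 3 passed 2-fold at all 8 time points. For alaE (ECD_02526, 13 probes), the log2 ratio was 5.31 at 2 min, 5.44 at 10 min, 1.76 at 30 min and 4.37 at 40 h. For ybfA (ECD_00657, 16 probes), it was 2.37 at 2 min, 2.92 at 2 h and 3.64 at 8 h. For ompX (ECD_00781, 16 probes), it ran from 1.16 at 2 min to 2.38 at 1 h and was 1.81 at 40 h. At 2 min ompX was below 2-fold, at 0.97, with arrays centred on their median. Only 62% of the alaE probes were well above background before the shift.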

The gene set was enriched with those related to flagellar biosynthesis (*flgAMN*, *flgD*, *flgGJK*, and *flhBAE*; false discovery rate [FDR] = 1.89E-09) (Supplementary Fig. S4A) and disaccharide transport (*malEF*, *malK*-*lamB*, and *treB*; FDR = 1.77E-04).

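Of the flagellar genes, flgA, flgM, flgN, flgG, flgK and flhB were analysed. Their median log2 ratio was -1.44 at 2 min, -3.93 at 10 min, -4.24 at 30 min, -3.67 at 4 h, -3.47 at 8 h and -2.75 at 40 h, with 5 of the 6 downregulated at each of these times except 4 h, where all 6 were. The exception was flgA (ECD_01068), with 0.10 at 10 min and an SD of 2.04 between its 13 probes. The lowest value of the 6 was that of flgG (ECD_01074), with -6.45 at 30 min. By the rule of the largest median change in a stage, flgE (ECD_01072, -6.80 at 30 min), flgF (ECD_01073, -6.49 at 30 min) and flgH (ECD_01075, -6.31 at 30 min) were also among the 5 most downregulated loci of every stage. The 5 genes of disaccharide transport had a median of -2.82 at 2 min, -3.30 at 10 min and -4.07 at 40 h (-3.69 with dim genes at their bound), and all 5 were past 2-fold at every time point. For malE (ECD_03906), the array at 10 min was not well above background, and the fall there is at least 30.6-fold.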

Early-responsive genes included 20 genes whose transcription peaked within 10 min after the temperature upshift and then decreased to a steady-state level (Fig. 2C). Their functions were mostly associated with the well-known HSPs (FDR = 9.71E-13) of chaperones (*dnaKJ*, *grpE*, *ibpA*, and *groESL*) and proteases (*htpG*, *hspQ*, *clpB*, and *hslUV*) for protein folding and degradation, respectively, in the cytoplasm (Supplementary Fig. S4B). These cytosolic HSP genes reached their maximum transcript levels (4- to 8-fold) within only 10 min and thereafter declined to new steady-state levels with different values. Such transient bursts in gene expression were observed in previous studies using flask batch cultures and were reportedly caused by the translational regulation of *σ*^32^ ^2-6^. 

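At 30 min the median log2 ratio of the 11 chaperone and protease genes had fallen to 1.21, with 8 of the 11 past 2-fold, and at 1 h to 0.59 with 1 gene. The value at 30 min depended on the scaling, with 0.91 and 5 genes at the 75th percentile and 0.83 and 4 genes with arrays centred on their median. By quantiles the median was 0.06 at 2 h, -0.28 at 4 h, -0.24 at 8 h and -0.16 at 40 h. The value at 2 h turned negative (-0.13) with arrays centred on their median. At 40 h the genes lay between -1.11 for htpG (ECD_00424) and 0.93 for ibpA (ECD_03570). The gene ibpB (ECD_03569), which the rule of the largest early change added, had 6.62 at 2 min, 5.60 at 10 min and 1.23 at 40 h.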

A membrane-bound protease gene (*ftsH*) also showed a similar expression pattern (Supplementary Table S1). 

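For argH (ECD_03845, 12 probes), the log2 ratio was 2.66 at 2 min, 1.89 at 10 min, 0.80 at 2 h and 1.20 at 40 h. For argI (ECD_04120, 16 probes), it was 0.16 at 30 min, -0.61 at 1 h, 0.48 at 4 h and 1.16 at 40 h. For metF (ECD_03827, 13 probes), it was 1.69 at 2 min, 0.89 at 10 min, 2.29 at 30 min, 0.56 at 2 h, 1.78 at 8 h and 0.86 at 40 h.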

Other early-responsive genes were *argH* and *argI*, which are involved in the arginine biosynthesis pathway, and *metF*, which encodes 5,10-methylenetetrahydrofolate reductase. The transcript levels of the genes at the end of the culture were approximately two-fold higher than the levels before perturbation. Interestingly, four genes with unknown functions (*ybeD*, *ycjX*, *ycjF*, and *yibI*) were identified as early-responsive genes. These genes displayed sharp and transient expression changes upon temperature enhancement (Supplementary Table S2). Among these, *ybeD*, *ycjX*, and *ycjF* were previously reported to be highly induced in *E. coli* with *σ*^H^ overexpression and suggested to be *σ*^H^ regulon members^7,8^. Genes rapidly downregulated in the initial 10 min were those involved in purine biosynthesis (*purB*, *purD*, *purE*, *purL*, and *purT*) and galactose metabolism (*gatB*, *gatC*, and *gatD*) as well as the heat-inducible sigma factor (*rpoE*) and its regulon members (*rseABC*, *yeaY*^9^, and *micA*^10^).

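The purine genes analysed here were purB, purE, purL and purT, with a median log2 ratio of -2.03 at 2 min, -2.95 at 10 min, -0.90 at 30 min and -0.70 at 40 h. The genes gatB, gatC and gatD had a median of -2.57 at 2 min, -1.83 at 10 min, -1.22 at 30 min and -0.94 at 40 h. The regulon members rseA (ECD_02466) and yeaY (ECD_01776) stood at -0.15 and -0.21 at 2 min, and at -2.06 and -2.37 at 10 min. At 40 h, yeaY was at 0.82. The genes purD, rseB, rseC and micA were not analysed here.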

Genes that were highly induced or repressed during the first 2 h of heatshock were identified as early- and middle-responding genes (36 genes) or middle-responding genes (20 genes) (Fig. 2C and Supplementary Table S2). 

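For 7 genes of methionine metabolism (metA, metB, metJ, metR, metN, metK and ybdL), the median log2 ratio was 2.24 at 2 min, 1.68 at 10 min, 2.73 at 30 min, 2.28 at 1 h, 1.41 at 2 h and 0.89 at 40 h. For ompA, ecnB and ybaY, it was 1.03 at 2 min, 2.40 at 30 min, 2.37 at 1 h, 1.66 at 2 h and 0.43 at 8 h. For bssR, bssS and mcbA, it was 0.92 at 2 min, 1.26 at 30 min, 1.64 at 1 h, 1.60 at 2 h and -0.14 at 8 h. Within the last group, bssS (ECD_01056) differed in its course, with 3.54 at 2 min, 4.29 at 10 min and 0.98 at 2 h.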

Upregulated genes were those involved in methionine metabolism (*metA*, *metBL*, *metJ*, *metR*, *metN*, *metK*, and *ybdL*) (Supplementary Fig. S4C) and membrane proteins (*ompA*, *ecnB*, *yneM*, and *ybaY*) as well as repressors of biofilms (*bssR*, *bssS*^11^, and *mcbA*^12^). Downregulated genes were those involved in the biosynthesis of purines and pyrimidines (*purC*, *purH*, *purK*, *purM*, and *pyrD*). 

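For purC, purH, purM and pyrD, the median log2 ratio was -1.74 at 2 min, -2.34 at 10 min, -1.13 at 30 min, -1.16 at 1 h, -1.28 at 2 h and -0.67 at 40 h. The shallowest fall at 10 min was that of purM (ECD_02391), with -0.79 and an SD of 1.56 between its 16 probes. The purK gene was not analysed here.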

Genes highly expressed during the middle and late stages were those associated with the phage shock protein (Psp) response (*pspABCDE* and *pspG*)^13^, extra-cytoplasmic chaperones (*spy*, *htpX*, and *cpxP*), and oxidative stress (*yhaK* and *yhcN*).

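The extra-cytoplasmic chaperone genes spy, htpX and cpxP had a median log2 ratio of 1.44 at 2 min, 1.32 at 30 min, 2.13 at 2 h, 2.69 at 4 h, 2.65 at 8 h and 1.73 at 40 h, so their median was past 2-fold before the middle stage as well. At 10 min, cpxP (ECD_03799) stood at 0.44. For yhaK (ECD_02975), the log2 ratio was 0.71 at 2 min, 1.66 at 2 h and 2.08 at 40 h. For yhcN (ECD_03098), 6% of the probes were well above background before the shift, and the rise is at least 2.1-fold at 2 h and at least 2.0-fold at 8 h. At 4 h and 40 h the bound of yhcN was under 2-fold.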

Many genes were differentially expressed only during the late stage (Fig. 2C). Upregulated genes were mostly linked to iron metabolism: enterobactin biosynthesis (*entCEB*, *entD*, and *fes*-*entF*; FDR = 4.75E-06) (Supplementary Fig. S4D), iron uptake (*fhuA* and *fhuE*), iron-starvation sigma factor (sigma 19) (*fecI*), regulator of *fec* operon (*fecR*), small RNA (sRNA) involved in iron homeostasis (*ryhB*), and bacterioferritin-associated ferredoxin (*bfd*). A large gene cluster (16.3 kb, ECD_02813 to ECD_02828) for capsular polysaccharide biosynthesis (*kps* genes) was also upregulated (Supplementary Fig. S4D). 

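Along the kps cluster, the log2 ratio at 40 h was 4.33 for ECD_02826, 4.26 for ECD_02825, 3.65 for ECD_02828 and 3.57 for ECD_02827, against 2.12 for ECD_02814, 2.19 for ECD_02815, 2.05 for ECD_02817 and 1.89 for ECD_02818. The SD between the 13 probes of ECD_02826 was 2.05. ECD_02816 and ECD_02819 had under 50% of their probes well above background before the shift, and their rises at 8 h are at least 4.8-fold and at least 1.6-fold. ECD_02820, ECD_02821 and ECD_02822 were not well above background on either array, and no fold is given. For the 7 loci from ECD_02813 to ECD_02819, the median was 0.43 at 2 h, 1.39 at 4 h, 2.28 at 8 h and 2.12 at 40 h. With the 3 dim loci at their bound it was 0.19, 1.06, 2.21 and 2.05. ECD_02823 and ECD_02824 were not analysed here.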

Genes that were significantly downregulated during the late stage were those associated with aldehyde dehydrogenase activity (*aldB*, *astD*, and *patD*) and nutrient transporters (*cynX*, *ydcV*, *glcA*, *garP*, *yhdW*, *ugpB*, and *malG*).

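For aldB (ECD_03443), the log2 ratio was -1.02 at 4 h, -1.16 at 8 h and -1.52 at 40 h, and that of patD (ECD_01401) -1.56, -1.66 and -1.41. At 2 min, patD was already at -1.23. Of the transporter genes, glcA, garP, yhdW, ugpB and malG were analysed, with a median of -0.70 at 2 min, -0.98 at 2 h, -1.58 at 4 h (-1.28 with dim genes at their bound), -1.34 at 8 h and -1.07 at 40 h. At 40 h, malG (ECD_03904) was not well above background and at least 3.4-fold lower. The genes astD, cynX and ydcV were not analysed here.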

**Coordinated transcriptional responses mediated by sigma factors**

As global transcriptional regulation is controlled by sigma factors, we inspected the expression trajectories of different species of sigma factors (Supplementary Fig. S5A). The expression profiles from the tiling arrays agreed with the quantitative real-time PCR (qRT-PCR) results of samples obtained from three independent chemostats (Supplementary Fig. S5B). *E. coli* BL21(DE3) possesses six sigma factors (*rpoD*, *rpoE*, *rpoH*, *rpoN*, *rpoS*, and *fecI*) but lacks the flagella-specific *rpoF* sigma factor, which is intact in the *E. coli* K-12 strain^14^. The major heat-inducible sigma gene (*rpoH*) was continuously upregulated, whereas extracytoplasmic function (ECF) sigma genes (*rpoE* and *fecI*)^15^ were transiently repressed. 

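For fecI (ECD_04159, 16 probes), the log2 ratio was -0.38 at 2 min, -0.75 at 10 min, -0.55 at 30 min and 0.15 at 1 h, and it was above 2-fold from 2 h on, with 1.09 at 2 h, 1.27 at 4 h and 1.48 at 8 h. The rpoH gene was not analysed here.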

The stationary phase sigma factor (RpoS) is a key mediator of the general stress response and was reported to be induced by various stress conditions, including heatshock^16,17^. However, we observed that the expression level of *rpoS* did not respond appreciably to the temperature upshift, indicating that the heatshock condition in this study was not accompanied by entry into the stationary phase. Similarly, *relA* and *spoT*, which encode key enzymes associated with the stringent response to amino acid starvation, were not upregulated.

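For relA (ECD_02629, 16 probes), the log2 ratio was -0.18 at 2 min, -0.26 at 10 min, -0.22 at 30 min, -0.04 at 4 h, 0.14 at 8 h and 0.08 at 40 h, with an SD of 0.11 to 0.25 between probes. With arrays centred on their median, the values at 8 h and 40 h were -0.13 and -0.30. The spoT gene was not analysed here.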

The predominant sigma factor *rpoD* showed the impulse-like expression pattern that is typical of HSP genes. This finding is not surprising considering that *rpoD* is a *σ*^H^ regulon member and that *σ*^D^ is inactivated at high temperature owing to aggregation^18^ and the prevention of its association with core RNA polymerase^19^. The latter is supported by the previous observation that, in extracts from *E. coli* shifted from 33°C to 40°C or 45°C, the concentration of E*σ*^D^ holoenzyme decreased, whereas that of free *σ*^H^ increased with increasing temperature^19^. Most of the *σ*^H^ regulon genes showed the impulse-like expression pattern (Supplementary Fig. S4B). Intriguingly, the increased *rpoH* transcription upon heat stress did not decrease, even after the induction phase of the HSR. These findings indicated that *σ*^H^ activity after transcriptional activation is primarily regulated at the translational or post-translational level, rather than the transcriptional level^20^. Additionally, maintaining a high level of *rpoH* mRNA during steady-state conditions might still be required for high temperature growth.

The second heatshock sigma factor gene, *rpoE*, was downregulated within 10 min after the heat stress and gradually returned to the level in unstressed cells (Supplementary Fig. S5). This expression pattern was also observed for *σ*^E^ regulon members and *surA*, which encodes the major chaperone for outer membrane proteins (OMPs)^21^ (Supplementary Table S1). 

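For surA (ECD_00057, 16 probes), the log2 ratio was -0.25 at 2 min, -0.47 at 10 min, -0.39 at 30 min, -0.14 at 1 h and 0.12 at 40 h, the last of which turned to -0.24 with arrays centred on their median.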

Most *rpoE* regulon members were downregulated upon heat stress. 

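A selection of 7 conserved members of the σE regulon, which does not stand for the whole regulon (bamD, degP, rpoE, rseA, skp, yeaY and ygiM), had a median log2 ratio of -0.25 at 2 min, -2.06 at 10 min, -1.64 at 30 min, -0.86 at 1 h, -0.50 at 2 h and 0.35 at 40 h, and 6 of the 7 were downregulated at 10 min. The lowest value was that of ygiM (ECD_02925), with -3.74 at 10 min, where its probes were mostly below background and the fall is at least 10.5-fold. At 2 min, degP (ECD_00160) was at 0.76, and it changed to -1.17 at 10 min and 1.88 at 8 h. The exception at 10 min was bamD (ECD_02485), with -0.71. In the other direction, ompX (ECD_00781) was at 1.94 at 10 min.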

Among the 23 highly conserved *σ*^E^ regulon members^22^ (Supplementary Fig. S6A), nine (*bamD*, *degP*, *fkpA*, *plsB*, *rpoE*, *rseA*, *skp*, *yeaY*, and *ygiM*) were immediately downregulated (< 0.5-fold) within 10 min after the temperature increase, whereas *rpoH* and *ompX* were immediately upregulated (> two-fold). Among 106 *σ*^E^ regulon members reported in RegulonDB^23^ (Supplementary Fig. S6B), 23 genes (*bamD*, *bepA*, *degP*, *dnaE*, *eptB*, *fkpA*, *micA*, *plsB*, *rpoE*, *rseA*, *rseB*, *rseC*, *rybB*, *sgbH*, *skp*, *ydhI*, *ydhJ*, *yeaY*, *yfeK*, *yfeS*, *yfgD*, *ygiM*, *yhjJ*, and *yiaO*) were immediately downregulated (< 0.5-fold) within 10 min after the temperature increase, whereas three genes (*rpoD*, *rpoH*, and *yiiS*) were immediately upregulated (> two-fold).

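Of the RegulonDB members that the paper lists as falling, 13 were analysed and expressed, so the tally says nothing about the rest of the regulon. Their median log2 ratio was -0.70 at 2 min, -1.21 at 10 min, -0.93 at 30 min, -0.71 at 1 h, -0.37 at 4 h (-0.31 with a dim gene at its bound) and 0.40 at 40 h. At 10 min, 11 of the 13 were past 2-fold (9 under both other scalings of the arrays), and the 2 others were bamD and dnaE (ECD_00182), which was at -0.87 at 2 min and -0.26 at 10 min. At 40 h the highest value was that of eptB (ECD_03396), with 1.23.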

In contrast to our observations, a previous study using flask cultures reported increased *σ*^E^ activity upon the elevation of temperature from 30 to 43°C, although the activity was transiently decreased for the first 2 min^24^. A possible explanation for this discrepancy might be the consistent slow growth observed in this study. The *E. coli* extracytoplasmic proteome, especially OMPs, is considerably more thermostable than the cytoplasmic proteome^25^. Thus, it is conceivable that, when slowly dividing cells are exposed to mild heat stress of 42°C, there is little impact on the folded states of pre-existing periplasmic proteins; further, the accumulation of misfolded periplasmic and OMPs might not be severe enough to trigger the *σ*^E^-mediated response.

It is likely that the decreased amount of proteins newly translocated to the extracytoplasm might be responsible for the downregulation of *rpoE* upon the temperature upshift. Extracytoplasmic proteins are synthesized in the cytoplasm, and they need to pass through the Sec translocon (consisting of SecA and two integral membrane domains, SecYEG and YajC-SecDF) to form a hydrophilic pore in the cytoplasmic membrane^26^. 

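Of the Sec translocon genes, secA (ECD_00099, 16 probes) and yajC (ECD_00355, 13 probes) were analysed. Their log2 ratios were -0.55 and -0.07 at 2 min, -0.61 and -0.32 at 10 min, -0.35 and -0.20 at 30 min, and -0.11 and -0.20 at 1 h. The median of both at 10 min corresponded to 0.72-fold. At 40 h, secA and yajC were both at 0.27, and yajC turned to -0.09 with arrays centred on their median. The secD and secF genes were not analysed here.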

We observed that the *secA* and *yajC-secDF* operon genes were rapidly downregulated (by approximately 0.6-fold) within 10 min after the temperature upshift and thereafter increased up to the levels that existed before perturbation. This pattern was also observed for *secB*, which encodes the cytosolic chaperone that is specifically involved in protein export. In addition, phage shock protein genes (*pspABCDE* and *pspG*) were highly expressed (2- to 4-fold) throughout the temperature upshift. 

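For pspA, pspB, pspE and pspG, the median log2 ratio was 0.82 at 2 min, 0.71 at 10 min, 0.78 at 30 min, 1.38 at 1 h, 1.85 at 2 h, 2.46 at 4 h, 2.44 at 8 h and 2.18 at 40 h. No psp gene of the 4 passed 2-fold up to 30 min, and all 4 did from 1 h on. For pspE (ECD_01285), centring the arrays on their median gave 0.88 at 1 h, and all 4 then passed from 2 h on. In fold terms, the median was 1.77 at 2 min and 5.52 at 4 h. The genes pspC and pspD were not analysed here.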

Mutations in *secD*, *secF*, and *yidC* reportedly resulted in the overexpression of the PspA protein, and the *psp* genes were supposedly induced by the slowed Sec-mediated translocation^27^. As the folded state of the cytoplasmic proteins became stabilized upon acclimation to the continued heat stress, the expression levels of the Sec translocon genes were restored to their levels before perturbation, leading to the restoration of *rpoE* expression to the unstressed level.

**Supplementary Figures**

**Figure S1.** **Functional enrichment of differentially expressed genes (DEGs) in response to heatshock stress.** (**A**) Compared to the transcript levels at steady-state culture conditions at 37°C, those that were up or downregulated according to the time-series under heat stress were categorized by clusters of orthologous groups (COGs). (**B**) Comparison of COGs according to DEGs identified in the early (2 and 10 min), middle (0.5, 1, and 2 h), and late (4, 8, and 40 h) stages.

**Figure S2. Clustering of the time-series samples.** (**A**) Hierarchical clustering. The images were created with MeV software (version 4.9.0, http://mev.tm4.org). (**B**) Principal component analysis (PCA). The input data were the expression profiles of the 3,413 genes of which mRNA changes at eight time points at 42°C were calculated in reference to a RNA sample from steady-state growth culture at 37°C. The quality of the PCA model with two components was represented by R2X (cumulative) of 0.692 and Q2 (cumulative) of 0.339. The high values of R2X and Q2 estimate the goodness of fit and predictive ability of the PCA model, respectively. The time-series samples were clearly grouped into three stages of early (2 and 10 min), middle (0.5, 1, and 2 h), and late (4, 8, and 40 h).

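A principal component analysis of the log2 ratios of the 3108 loci, with each locus centred over the 8 time points, gave 2 components that together hold 0.798 of the variance, the first 0.596 and the second 0.202. Since the centring removes the value of the shared array at 37 °C, this share does not rest on it. Over the 3108 loci, the alternative that moved this share most was normexp, with 0.822.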

**
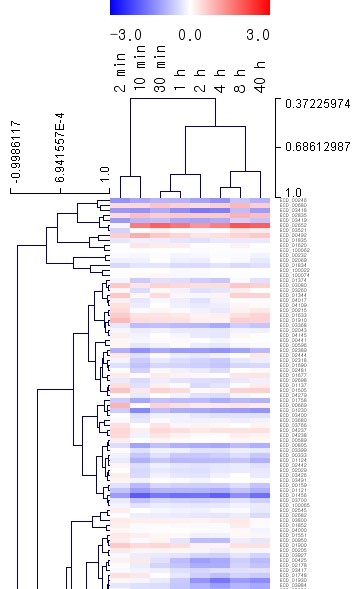

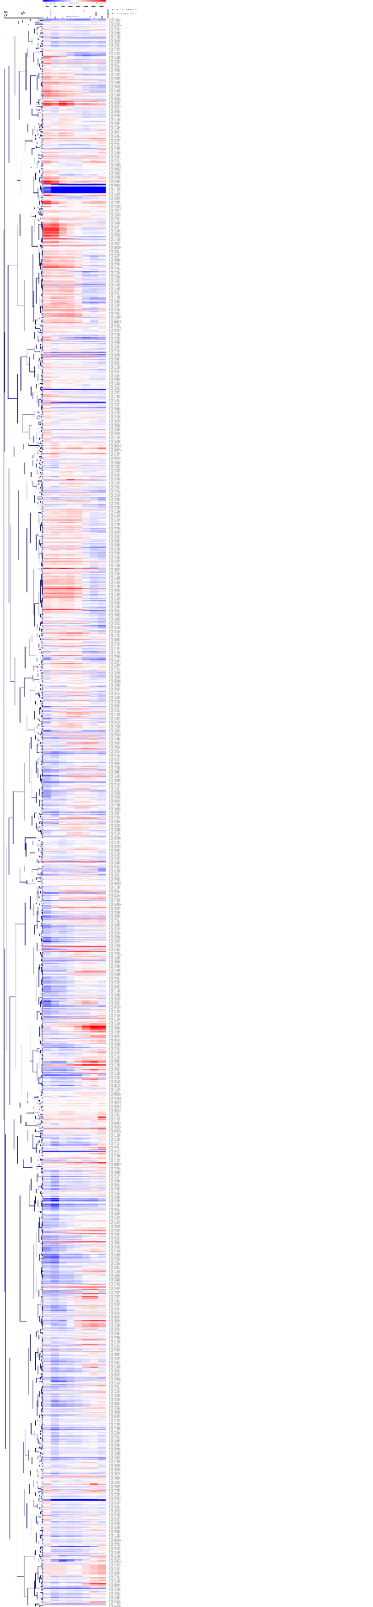
A**

**
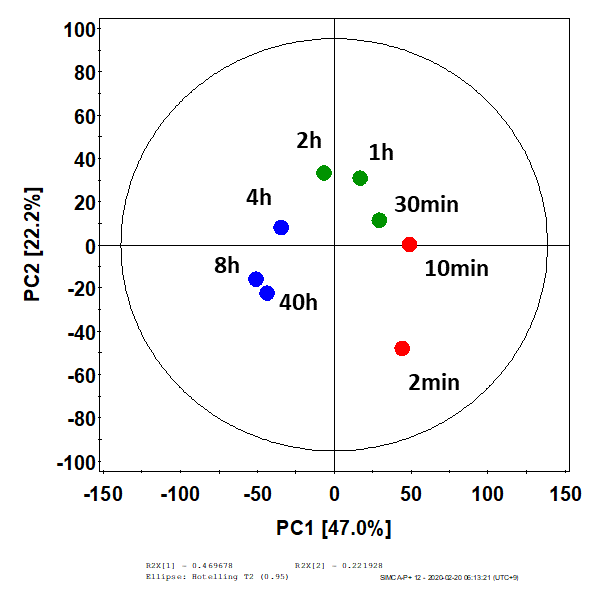
**

**B**

**Figure S3. Identification of genes showing significant dynamics at the early (A), middle (B), and late (C) periods of the upshifted temperature.** Three separate integral scores^28^ of the early, middle, and late stages were computed for 3,413 loci that were expressed in at least one of the nine time-series array data. Then, genes showing significant dynamics (*p*-value < 0.05) were identified from the log-normal distribution function providing the best fit of the distribution of the integral score values in each time interval. The images were created with TTCA^28^ R package.

**A B**

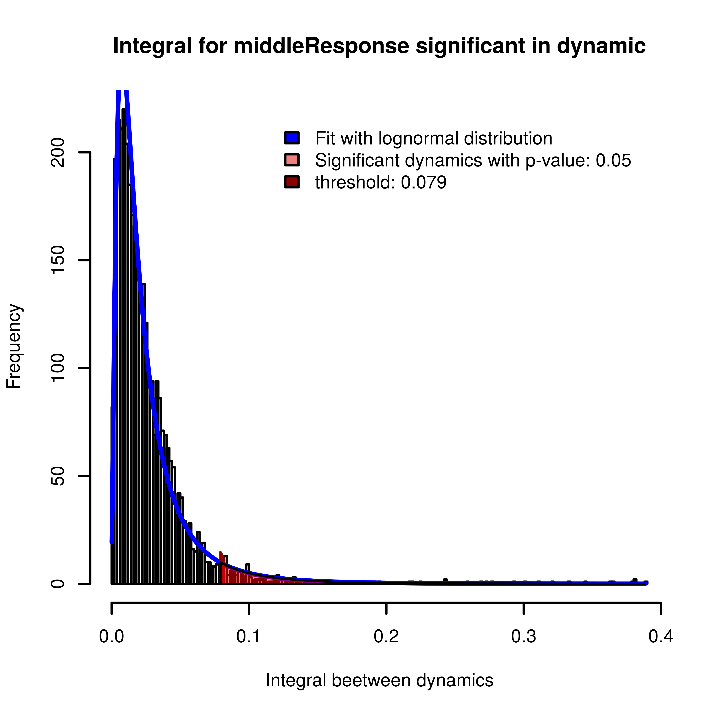

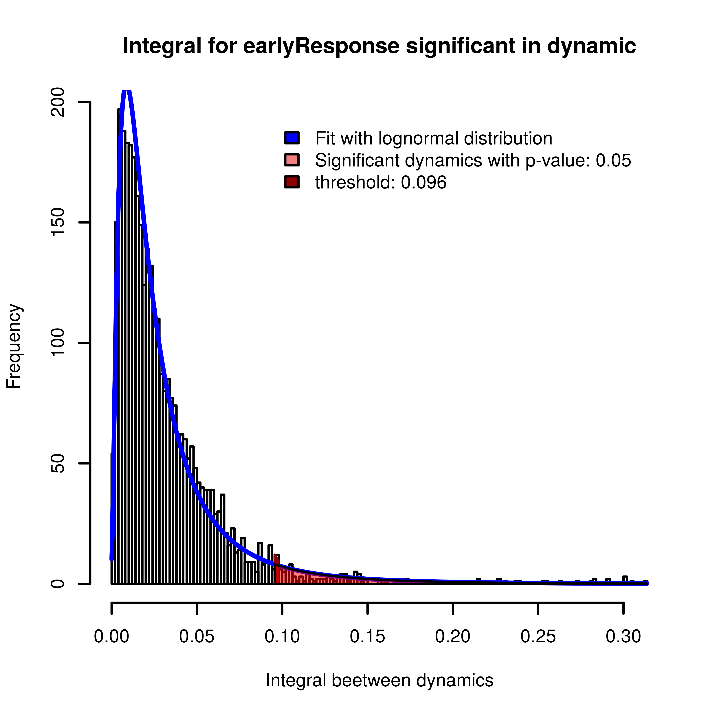

**C**

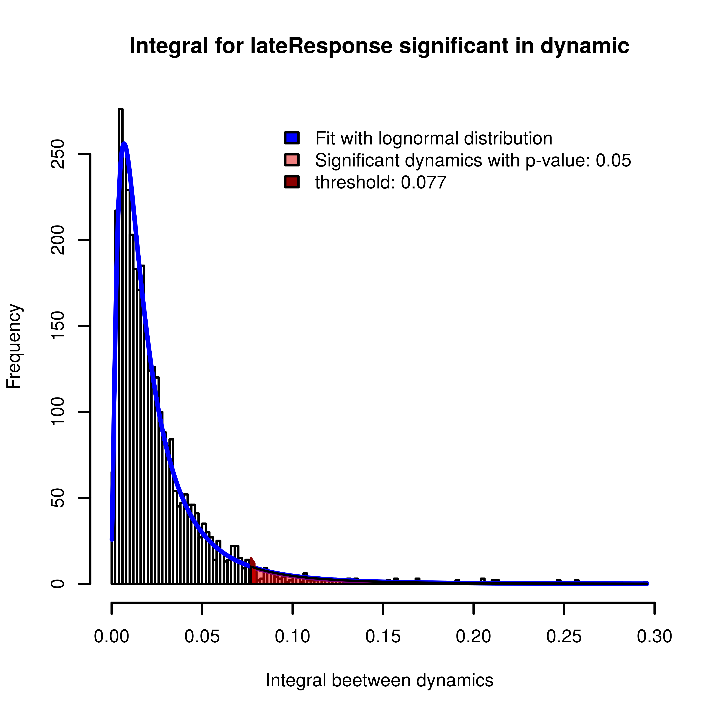

**Figure S4. Temporal dynamics of differentially expressed genes according to early, middle, and late stages.** The tiling array data were plotted against coordinates on the genome using Gaggle Genome Browser^29^. Genes in the forward and reverse strands are represented in yellow and orange, respectively. Corresponding transcriptome data are aligned above the forward strand and below the reverse strand. Dots represent the normalized probe intensities on a log2 scale at the corresponding genomic location for a reference sample grown at 37°C (●) and eight time-series samples at 42°C: 2 min (●), 10 min (●), 30 min (●), 1 h (●), 2 h (●), 4 h (●), 8 h (●), and 40 h (●) [early (2 and 10 min), middle (0.5, 1, and 2 h), and late (4, 8, and 40 h) stages]. Heat maps denote the transcript level changes (log2 scale) of eight time-series samples against the reference sample (green is downregulated and red is upregulated).

**Figure S5. Time profiles of the expression levels of sigma factors observed from tiling arrays (A) and qRT-PCR (B).** The X-axis denotes the culture time after the temperature upshift (min in log scale). The Y axis denotes the transcript ratio in reference to the mRNA intensity 30 min before the perturbation. The error bars represent the standard deviation of the mean from three independent cultivations.

**A**

**B**

**Figure S6. Hierarchical clustering of *rpoE* regulon members.** (**A**) Heatmap of the highly conserved *σ*^E^ regulon members (23 ea) reported in the reference^22^. (**B**) Heatmap of *σ*^E^ regulon members (106 ea) reported in RegulonDB^23^. The mRNA log_2_ ratios of time-series data were normalized to a sample from pre-perturbation (30 min before the temperature upshift). The images were created with MeV software (version 4.9.0, http://mev.tm4.org).

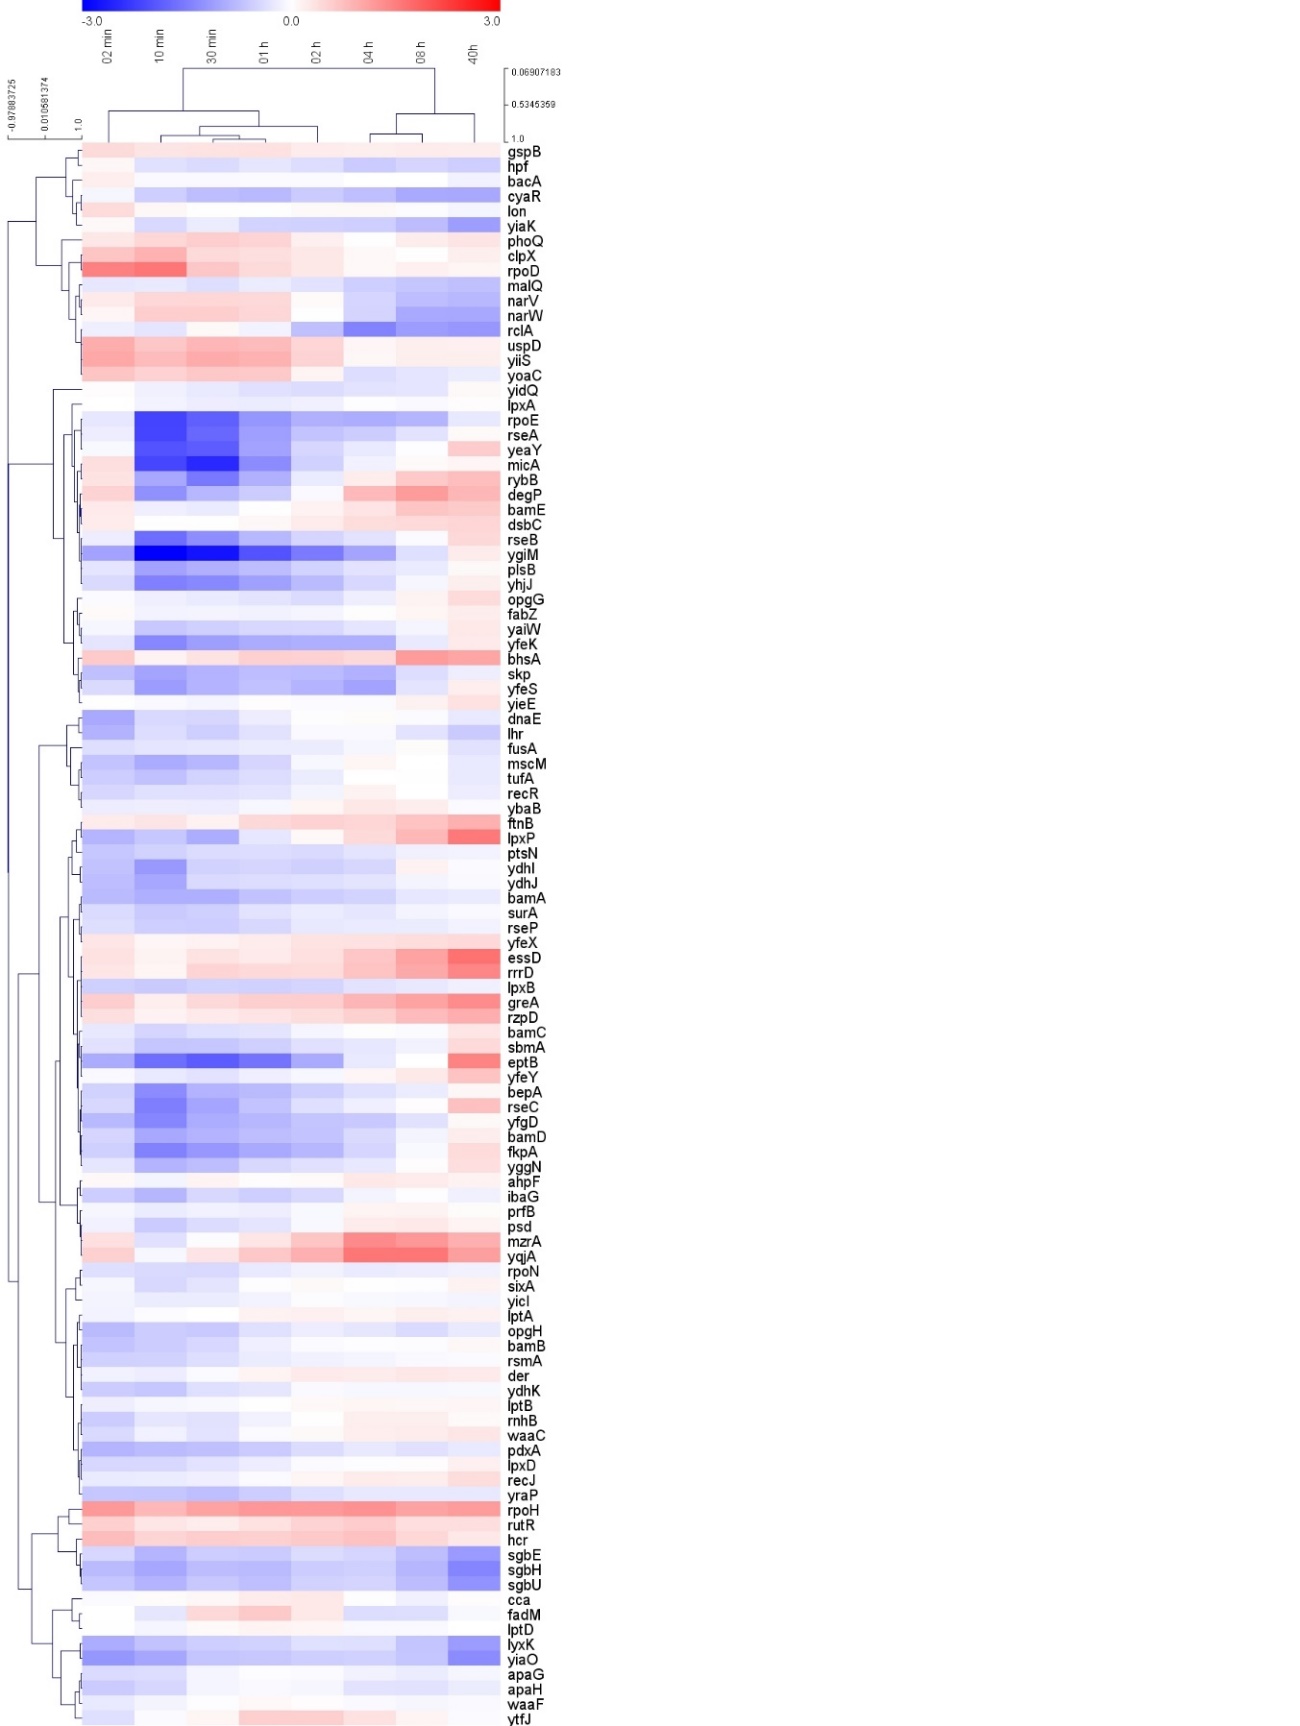

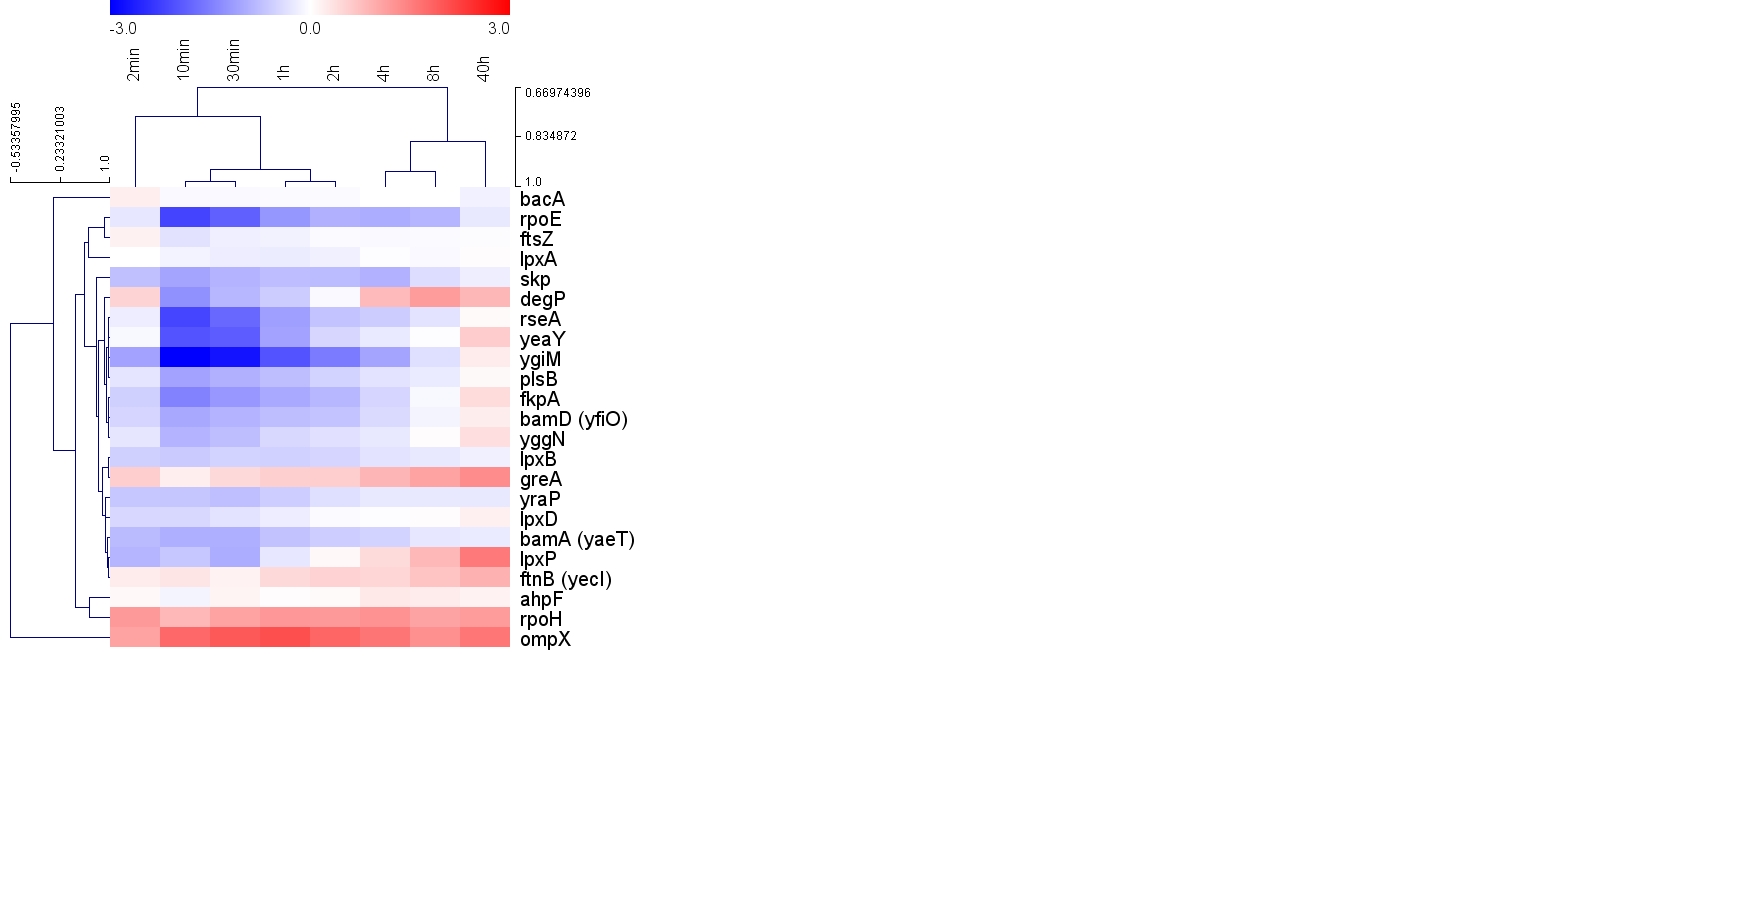
**A B**

**Figure S7. Score plots of PCA and PLS-DA based on the metabolite profiles.** (**A**) The PCA score plot was derived from GC-TOF-MS analysis. (**B**) The PLS-DA score plot was derived from the value of the PCA model. Time-series samples taken after the temperature upshift from 37°C (-30 min; ●) to 42°C were clearly grouped into three stages: early (2 and 10 min; ●), middle (0.5, 1, and 2 h; ●), and late (4, 8, and 40 h; ●) stages. GC-TOF-MS analysis was performed in triplicate for each time point. The quality of the PCA model with two components was estimated by R2X (cumulative) of 0.346 and Q2 (cumulative) of 0.515. These variables were applied to the PLS-DA score plots to identify discriminable variables between the experimental groups based on a model with R2X and R2Y values and Q2. The images were created with SIMCA P+ software (version 12.0, Umetrics, Umea, Sweden).

**Figure S8. Cell size in the time-series samples from the chemostat culture shifted from 37****°C to 42°C.** The percentage of cell size in the total cells was monitored by forward scatter value (FSC) analysis with flow cytometry. The mean FSC-H values corresponding to each histogram curve represent the cell size. The vertical red line denotes the longest 1% size of the -30 min sample (sampling time point 30 min before heatshock). This line was used as the threshold.

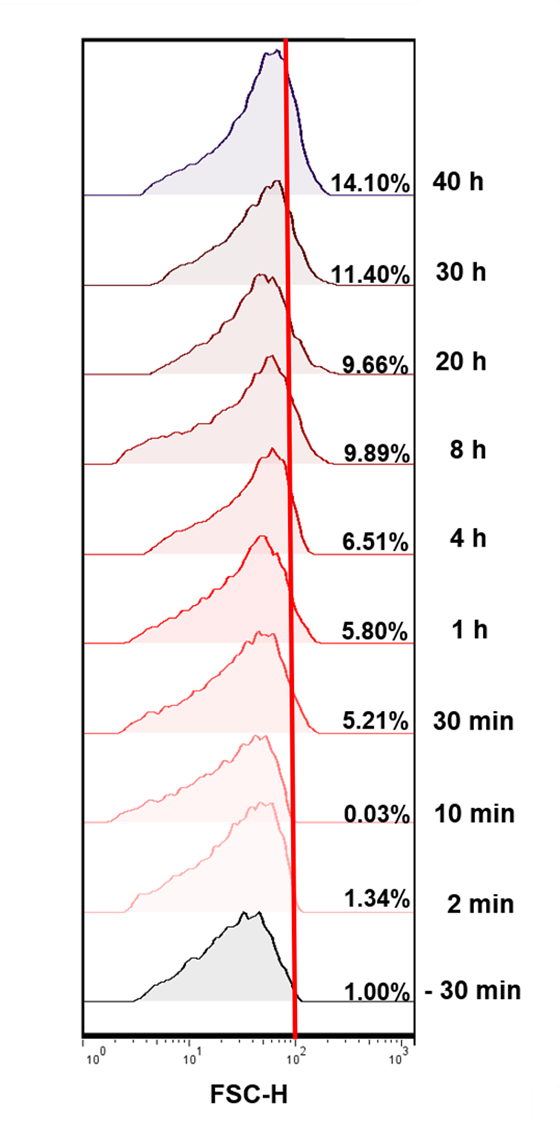

**Figure S9.** **Scanning electron micrographs of the experimental evolution of *E. coli* cells showing morphological plasticity.** The chemostat cultures sampled 40 h after the temperature upshift (42°C) were propagated at 37°C (**A**) or 42°C (**B**) in MR medium by transferring 0.25 mL of the culture into 25 mL of fresh medium every 12 h. After 16 serial transfers (equivalent to about 100 generations), the granule-forming and elongated cells cultured at 42°C for 40 h returned to the regular rod-like form.

**Figure S10.** **Effect of deletion of selected heatshock-responsive genes on bacterial growth at 30**°**C, 37**°**C, and 44**°**C.** (**A**) Growth curves of gene deletion mutants. The *spy* (■), *chiP* (■)*,* and *pqqL* (■) genes were deleted in *E. coli* K-12 BW25113 (□), and ECD_02813 (●) was deleted in *E. coli* BL21(DE3) (●). (**B**) Complementation of ECD_02813 deletion mutant (ΔECD_02813) with the expression of the gene cluster of ECD_02813-02819. The growth of ΔECD_02813 transformed with the empty plasmid (pACYCDuet) (●) was compared with that ΔECD_02813 transformed with pACYCDuet-ECD_02813-02819 (●). BL21(DE3) with the empty plasmid (pACYCDuet) (●) and pACYCDuet-ECD_02813-02819 (●) were included as additional positive controls. The error bars represent the standard deviation of the mean from three independent cultivations.

**Figure S11. *E. coli* metabolic gene and metabolite expression after temperature upshift (37°C to 42°C).** Compared to the sample grown at 37**°**C, the genes and metabolites showing differences in the mRNA and metabolite levels of ≥1.4- or ≤0.7-fold are colored red or blue, respectively, at 10 min (**A**) and 40 h (**B**). Otherwise, they are colored black. Metabolites (in capital letters) identified in this study are highlighted in yellow background. Metabolite abbreviations are 3PG (3-phospho-D-glycerate), 4ABUT (4-aminobutanoate), ACCOA (acetyl-CoA), AKG (2-oxoglutarate), AMET (S-adenosyl-L-methionine), ARG (arginine), ASP (aspartate), CAD (cadaverine), CHOR (chorismate), CIT (citrate), CYS (cystein), RU5P (D-ribulose 5-phosphate), E4P (D-erythrose-4-phosphate), ENTER (enterobactin), F6P (fructose-6-phosphate), FUM (fumarate), G6P (glucose-6-phosphate), GLC (glucose), GLU (glutamate), GXL (glyoxal), HCYS (homocysteine), HIS (histidine), ICIT (isocitrate), D_LAC (D-lactate), L_LAC (L-lactate), LYS (L-lysine), MAL (maltate), MET (methionine), MTHGXL (methylglyoxal), OA (oxaloacetate), PEP (phosphoenolpyruvate), PYR (pyruvate), R5P (alpha-D-ribose 5-phosphate), S7P sedoheptulose 7-phosphate), HSER (homoserine), SUCC (succinate), SUCCOA (succinyl-CoA), TRE (trehalose), TRE6P (trehalose-6-phosphate), and XU5P (xylulose-5-phosphate).

**Supplementary Tables**

**Table S4. *E. coli* strains and plasmids used in this study**

| **Strain or plasmid** | **Description** | **Source or reference** |
| --- | --- | --- |
| **Strains** |  |  |
| BL21(DE3) | Wild type | Lab stock |
| BL21(DE3)ΔECD_02813 | ECD_02813 null mutant of BL21(DE3) | This study |
| BW25113 | Wild type | Keio collection |
| JW0667 | BW25113 *ΔchiP*::Km^r^ | Keio collection |
| JW1489 | BW25113 *ΔpqqL*::Km^r^ | Keio collection |
| JW1732 | BW25113 *Δspy*::Km^r^ | Keio collection |
|  |  |  |
| **Plasmids** |  |  |
| pACYCDuet | Double T7 promoters, P15A ori, low-copy-number cloning vector (Cm^r^) | NEB |
| pACYCDuet-ECD_02813~02819 | pACYCDuet carrying the fragment of wild type ECD_02813~02819 amplified from BL21(DE3) genomic DNA using the primer pairs of Cap1-IF/Cap1-IR, Cap2-F/Cap2-R, Cap3-F/Cap3-R, and Cap4-F/Cap4-IR overlapping homologous DNA at the ends | This study |

**Table S5.** **Primers used for gene deletion mutant construction, cloning, and quantitative real-time PCR (qRT-PCR)**

| **Primer** | **Oligonucleotide sequence (5′→3′)** | **Purpose** |
| --- | --- | --- |
|  |  |  |
| ECD 02813-Mu-F | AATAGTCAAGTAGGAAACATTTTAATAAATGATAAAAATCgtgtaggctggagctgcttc | Construction of ΔECD_02813 |
| ECD 02813-Mu-R | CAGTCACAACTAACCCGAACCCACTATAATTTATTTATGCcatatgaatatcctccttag |  |
| Duet IF | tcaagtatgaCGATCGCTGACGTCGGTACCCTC | Cloning of ECD_02813-02819 |
| Duet IR  Cap1-IF  Cap1-R  Cap2-F  Cap2-R  Cap3-F  Cap3-R  Cap4-F  Cap4-IR | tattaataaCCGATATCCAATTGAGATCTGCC  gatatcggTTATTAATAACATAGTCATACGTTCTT  TCCGTTTCTGCAAAGGCAAGCT  GCCTTTGCAGAAACGGAGATGG  ATCCTCGGTGGTCATACCCTTC  GTATGACCACCGAGGATTACATC  TTCCATTCGCCATAACGGCAGT  CGTTATGGCGAATGGAAGATGGT  gcgatcgTCATACTTGACGCGACAAGCTCT |  |
| rpoD-F | TGAAGCGAACTTACGTCTGG | qRT-PCR |
| rpoD-R | AGAACTTGTAACCACGGCG |  |
| rpoE-F | CCAGAAGGGAGATCAGAAAGC |  |
| rpoE-R | TACCACATCGGGAACATCAC |  |
| rpoH-F | TCGTAATTATGCGGGCTATGG |  |
| rpoH-R | CAGTGAACGGCGAAGGAG |  |
| rpoN-F | CACTACGCCTCGATGTGCAA |  |
| rpoN-R | GCGTATCGTTACGGCTTTCC |  |
| rpoS-F  rpoS-F  16s rRNA-F  16s rRNA-R | TCTCAACATACGCAACCTGG  AGCTTATGGGACAACTCACG  GTCCACGCCGTAAACGATGT  TTAACCTTGCGGCCGTACTC | Normalization control for qRT-PCR |

**Supplementary References**

1 Mi, H., Muruganujan, A., Ebert, D., Huang, X. & Thomas, P. D. PANTHER version 14: more genomes, a new PANTHER GO-slim and improvements in enrichment analysis tools. *Nucleic Acids Res.* **47**, D419-d426 (2019).

2 Zhao, K., Liu, M. & Burgess, R. R. The global transcriptional response of *Escherichia coli* to induced *σ*^32^ protein involves *σ*^32^ regulon activation followed by inactivation and degradation of *σ*^32^ in vivo. *J. Biol. Chem.* **280**, 17758-17768 (2005).

3 Jozefczuk, S. *et al.* Metabolomic and transcriptomic stress response of *Escherichia coli*. *Mol. Syst. Biol.* **6**, 364 (2010).

4 Gasch, A. P. *et al.* Genomic expression programs in the response of yeast cells to environmental changes. *Mol. Biol. Cell* **11**, 4241-4257 (2000).

5 Straus, D. B., Walter, W. A. & Gross, C. A. The heat shock response of *E. coli* is regulated by changes in the concentration of sigma 32. *Nature* **329**, 348-351 (1987).

6 Richter, K., Haslbeck, M. & Buchner, J. The heat shock response: life on the verge of death. *Mol. Cell.* **40**, 253-266 (2010).

7 Nonaka, G., Blankschien, M., Herman, C., Gross, C. A. & Rhodius, V. A. Regulon and promoter analysis of the *E. coli* heat-shock factor, σ^32^, reveals a multifaceted cellular response to heat stress. *Genes Dev.* **20**, 1776-1789 (2006).

8 Kim, S., Kim, Y. & Yoon, S. H. Overexpression of YbeD in *Escherichia coli* enhances thermotolerance. *J. Microbiol. Biotechnol.* **29**, 401-409 (2019).

9 Rezuchova, B., Miticka, H., Homerova, D., Roberts, M. & Kormanec, J. New members of the *Escherichia coli* σ^E^ regulon identified by a two-plasmid system. *FEMS Microbiol. Lett.* **225**, 1-7 (2003).

10 Johansen, J., Rasmussen, A. A., Overgaard, M. & Valentin-Hansen, P. Conserved small non-coding RNAs that belong to the σ^E^ regulon: role in down-regulation of outer membrane proteins. *J. Mol. Biol.* **364**, 1-8 (2006).

11 Domka, J., Lee, J. & Wood, T. K. YliH (BssR) and YceP (BssS) regulate *Escherichia coli* K-12 biofilm formation by influencing cell signaling. *Appl. Environ. Microbiol.* **72**, 2449-2459 (2006).

12 Zhang, X. S., Garcia-Contreras, R. & Wood, T. K. *Escherichia coli* transcription factor YncC (McbR) regulates colanic acid and biofilm formation by repressing expression of periplasmic protein YbiM (McbA). *ISME J.* **2**, 615-631 (2008).

13 Darwin, A. J. The phage-shock-protein response. *Mol. Microbiol.* **57**, 621-628 (2005).

14 Jeong, H. *et al.* Genome sequences of *Escherichia coli* B strains REL606 and BL21(DE3). *J. Mol. Biol.* **394**, 644-652 (2009).

15 Brooks, B. E. & Buchanan, S. K. Signaling mechanisms for activation of extracytoplasmic function (ECF) sigma factors. *Biochim. Biophys. Acta* **1778**, 1930-1945 (2008).

16 Muffler, A., Barth, M., Marschall, C. & Hengge-Aronis, R. Heat shock regulation of σ^S^ turnover: a role for DnaK and relationship between stress responses mediated by σ^S^ and σ^32^ in *Escherichia coli*. *J. Bacteriol.* **179**, 445-452 (1997).

17 Battesti, A., Majdalani, N. & Gottesman, S. The RpoS-mediated general stress response in *Escherichia coli*. *Annu. Rev. Microbiol.* **65**, 189-213 (2011).

18 Blaszczak, A., Zylicz, M., Georgopoulos, C. & Liberek, K. Both ambient temperature and the DnaK chaperone machine modulate the heat shock response in *Escherichia coli* by regulating the switch between *σ*^70^ and *σ*^32^ factors assembled with RNA polymerase. *Embo J.* **14**, 5085-5093 (1995).

19 Skelly, S., Coleman, T., Fu, C. F., Brot, N. & Weissbach, H. Correlation between the 32-kDa σ factor levels and in vitro expression of *Escherichia coli* heat shock genes. *Proc. Natl. Acad. Sci. USA* **84**, 8365-8369 (1987).

20 Gross, C. A. *Function and regulation of the heat shock proteins* in *Escherichia coli and Salmonella* (ed. Neidhardt, F. C.) 1382-1399 (ASM Press, 1996).

21 Plummer, A. M. & Fleming, K. G. From chaperones to the membrane with a BAM! *Trends Biochem. Sci.* **41**, 872-882 (2016).

22 Rhodius, V. A., Suh, W. C., Nonaka, G., West, J. & Gross, C. A. Conserved and variable functions of the σ^E^ stress response in related genomes. *PLoS Biol.* **4**, e2 (2006).

23 Santos-Zavaleta, A. *et al.* RegulonDB v 10.5: tackling challenges to unify classic and high throughput knowledge of gene regulation in *E. coli* K-12. *Nucleic Acids Res.* **47**, D212-d220 (2019).

24 Ades, S. E., Grigorova, I. L. & Gross, C. A. Regulation of the alternative sigma factor σ^E^ during initiation, adaptation, and shutoff of the extracytoplasmic heat shock response in *Escherichia coli*. *J. Bacteriol.* **185**, 2512-2519 (2003).

25 Mateus, A. *et al.* Thermal proteome profiling in bacteria: probing protein state in vivo. *Mol. Syst. Biol.* **14**, e8242 (2018).

26 Manting, E. H. & Driessen, A. J. *Escherichia coli* translocase: the unravelling of a molecular machine. *Mol. Microbiol.* **37**, 226-238 (2000).

27 Jones, S. E., Lloyd, L. J., Tan, K. K. & Buck, M. Secretion defects that activate the phage shock response of *Escherichia coli*. *J. Bacteriol.* **185**, 6707-6711 (2003).

28 Albrecht, M. *et al.* TTCA: an R package for the identification of differentially expressed genes in time course microarray data. *BMC Bioinformatics* **18**, 33 (2017).

29 Bare, J. C., Koide, T., Reiss, D. J., Tenenbaum, D. & Baliga, N. S. Integration and visualization of systems biology data in context of the genome. *BMC Bioinformatics* **11**, 382 (2010).

How the deposited data were processed for this re-analysis (not part of the article)

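RNA of one chemostat culture of E. coli BL21(DE3) was measured on 9 arrays. One was taken at 37 °C before the shift and one each at 2 min, 10 min, 30 min, 1 h, 2 h, 4 h, 8 h and 40 h after its start. The sample at 2 min is labelled 42 °C, but by the methods the culture may still have been warming then. A difference between 2 and 10 min can thus reflect temperature as well as time. The deposited intensities were produced by the authors with Agilent Feature Extraction 11.5.1.1 as background-subtracted single-colour signals, with no normalization between arrays per the file headers. A table of processed intensities was also deposited, and its values correlated with the scanner values at 0.9986 or more on every array.

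The signal over background is the depth of these arrays. Between 57.9% and 65.4% of genome probes were well above background, and 81.7% of named probes before the shift. Of the negative control probes, 15.6% were well above background before the shift and 19.7% at 30 min. The 75th percentile of the intensity was 380.7 before the shift and ran from 290.0 at 4 h to 443.5 at 30 min.

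Intensities were taken to log2 and quantile-normalized over genome probes, after 681 outlier probes had been left out. Locus values are medians over named probes, because the tiling probes were not placed on a gene model of this strain. Named probes lie near the start of genes, so a locus value speaks for that part of the gene. Where under 50% of the probes of a locus were well above background on one array, a bound on the fold is given. It stands in place of the log2 ratio or beside it. List medians use the ratios without bounds unless a bound is named. A locus counts as a DEG past 2-fold, as in the paper. No p-value was computed between time points, because there are no replicates.

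Expressed loci were to be called by the negative control rule of the paper (false discovery rate 0.01, Bonferroni-adjusted hypergeometric p under 0.01). The Transcription Detector algorithm was not run. In its place the level was set by a ratio of shares of control and genome probes, and each locus was judged by its named probes and not by tiling probes. This simplified rule called 31 loci, which is no measure of what the rule of the paper would call. The counts that follow use instead the 3108 loci with at least 50% of probes well above background on one array or more. That rule was set beforehand as a fallback for controls that cannot be told apart, which is not the case here. The choice was made after seeing the detection counts and their overlap with the loci of Table S1, and before any count of DEGs. Of Table S1, 1995 loci were at hand, so no overlap is tested with it.

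The grouping used average linkage on 1 minus Pearson's r. The stage scores replace TTCA by an integral of absolute log2 ratios with a log-normal upper 5%. Medians of gene lists were placed among 10000 random lists of the same size, matched in 10 bins of mean expression, as a description. The paper picked most of its lists from these same arrays, which pushes their percentiles outwards, so a percentile is given for the TCA cycle alone. The members of the TCA cycle and colanic acid lists come from general knowledge of E. coli, and the colanic acid genes are not analysed here. Genes named in the text are those the paper names, the 5 with the largest median change in each stage and direction among loci past 2-fold at all of its time points, and the 5 with the largest change from 8 h to 40 h in each direction, with at least 10 probes. This choice used the ratios without bounds, so the order of dim genes such as chiQ is not known.

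All ratios share the array at 37 °C. In 100 simulations of unchanged arrays with that reference, the mean r between time points was 0.49, and 0.9 loci on average passed 2-fold at any time. These simulations hold only noise from the spread of probes, with no difference between arrays or cultures, so they give no rate of false calls. The processing was tested on simulated data, where 100.0% of 200 changed loci were recovered with 0 false calls and a median size of 1.49 for a set change of 1.5. That result depends on the change and the noise put in.

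Alternatives changed the scaling of arrays, the background treatment, the probes, the locus summary, the threshold, the loci counted, the time axis and the linkage. Normexp used an offset of 50. The versions were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Antisense and intergenic signal was planned and is not analysed here. The result of one further test on the late rise of chiP is not reported here. Growth assays, deletion strains, proteins and capsule measurements of the paper are not analysed here either.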

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

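The tests of the fusion construct were chosen only after the result was seen. The rule of opposite directions in the early and late stages is a count with no test.

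Opposite directions in the early and late stages were found for 2 of the 3108 expressed loci, which were at 0.5-fold or lower at 2 and 10 min and past 2-fold upwards at 4 h, 8 h and 40 h. They are ybdZ (ECD_00552) and entF (ECD_00553), neighbouring loci of the enterobactin cluster. The log2 ratios of ybdZ were -1.71 at 2 min, -1.90 at 10 min, 2.15 at 4 h, 2.38 at 8 h and 1.38 at 40 h. For entF they were -1.19, -1.48, 1.82, 2.24 and 1.21. No locus (0) went the other way. The difference between the stages was not tested, since each time point has one array. The probes of both loci were mostly well above background before the shift (85% for ybdZ and 100% for entF), but their early levels were lower. The count depends on the processing. With arrays scaled to their 75th percentile, entF was at -0.99 at 2 min and 1 locus met the rule. With normexp or without background subtraction of the median spot intensity, 0 loci did, since the early falls became smaller (ybdZ at -0.47 and -0.67 at 2 min). With the ratio of median intensities or named probes 1 to 8, 3 loci did. The time at 42 °C remains as an untested biological explanation, and it cannot be separated from the arrays, the cell density and the age of the culture.

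A signal appeared in probes that the paper does not report on. The arrays carry 144 probes for a fusion construct, and its forward probes had a median intensity of 811.7 before the shift, while its reverse probes had 6.4 and the negative control probes 3.69. At 10 min the 56 forward probes that were well above background before the shift fell by 4.75 on the log2 scale. Unspecific signal on the array before the shift is argued against by the 1560 negative control probes that were well above background at that time, with a median intensity of 55.5 and so room to fall. Their median change at 10 min was 0.94. A candidate explanation is that the maltose-binding protein part of the construct takes up chromosomal malE mRNA. At 10 min malE (ECD_03906) was below background, so the 2 were compared at 2 min, where 92% of the malE probes were well above it. There the forward probes fell by 3.18 and the malE probes by 3.82 before normalization, a difference of 0.64, which is near but not equal. The arrays also carry 1092 probes for a plasmid construct. Their median intensity before the shift was 3.69, the same as that of the negative control probes. This argues against that plasmid in the culture, but whether it carries the fusion construct is not known here. Sequence similarity was not compared probe by probe, so the fusion construct itself, if present in the culture, is not excluded as the source.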

How the results depend on the processing

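The alternatives on the median spot intensity, on named probes 1 to 8, on percentiles of the negative controls, on the loci of the negative control rule and on centred ratios were chosen after seeing the data. The others were chosen before the data were examined. A list median counts as moved when it shifts by more than 0.25 on the log2 scale, and a count when it changes by more than 1.5 times. With one array per time point there is no replicate spread to judge by.

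The balance of downregulated to upregulated loci changed direction with the scaling. At 2 min the ratio of down to up was 0.93 by quantiles and 1.16 by median centring, and at 10 min 1.12 and 0.93. With arrays centred on their median, the list medians of the TCA cycle changed sign at 30 min (0.11 to -0.31), 1 h (0.26 to -0.09) and 40 h (0.41 to -0.04), the histidine genes at 30 min (0.21 to -0.04), the Sec genes at 4 h (0.14 to -0.03) and 40 h (0.27 to -0.01), the chaperone and protease genes at 2 h (0.06 to -0.13), surA at 40 h (0.12 to -0.24) and relA at 8 h (0.14 to -0.13) and 40 h (0.08 to -0.30). By the 75th percentile, the other iron genes at 2 min did (-0.21 to 0.15). Further medians near 0 changed sign as well, among them the capsule loci at 10 min and the RegulonDB σE genes at 8 h. The following counts cover the numbers of loci, the grouping, the scores, one time point per list and the named genes. None of those called past 2-fold changed sign. Such a change needs a shift of over 1 on the log2 scale, and each named gene was taken at its largest change, so this outcome was likely beforehand. The alternative on the authors' processed intensities comes from the same scans, so it was likely to stay close as well. The number past 2-fold in a list did move. It fell from 8 to 4 for the chaperone and protease genes at 30 min and from 7 to 2 for the histidine genes at 8 h with arrays centred on their median. Of the values that answer a comparison, 231 stayed within these limits and 10 moved under the alternatives set in advance, and 77 stayed and 49 moved under the added ones. Of the values of single genes, 955 stayed and 82 moved under the former, and 345 stayed and 177 moved under the latter. The grouping of the time points was the same in 28 of 28 pairs under the alternatives for normalization, background, probes, locus summary and linkage, and 24 pairs with the 31 loci of the negative control rule. The share of variance on 2 components ran from 0.777 to 0.822.

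The number of expressed loci was 3108 when at least 50% of the probes had to be well above background, 921 with the 99th percentile of the negative controls as the level, 1722 with their 95th percentile, and 31 at a false discovery rate of 0.001. At both false discovery rates the level lies at the brightest control, which leaves few loci by construction.

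With a 1.5-fold threshold, which is passed by more loci by construction, the DEGs numbered 972, 1059, 873, 867, 726, 695, 726 and 783 from 2 min to 40 h. With normexp on the median spot intensity they numbered 223, 246, 165, 176, 125, 141, 159 and 141, with 7 loci up and 19 down at all time points. Without background subtraction they numbered 246, 282, 179, 195, 141, 154, 182 and 167, with 8 up and 20 down. Both settings add signal to dim probes and so pull their ratios towards 0. With only the 31 loci of the negative control rule, the numbers were 0, 0, 0, 1, 0, 0, 3 and 2, with 0 up and 0 down, since few loci are left. The stage scores over those 31 loci were 2 in the early, 3 in the middle and 3 in the late stage, 5 in any stage, 0 in every stage, and 1, 0 and 1 in the early, middle or late stage alone.

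The list medians moved by normexp were 0.96 for enterobactin at 40 h, 1.70 for the capsule at 40 h, -2.98 for flagella at 10 min, -1.02 for the nucleotide genes at 10 min and 1.27 for the other iron genes at 40 h. Without background subtraction they were 1.05, 1.76, -3.26 and -1.18 for the first 4 of these. With only probes well above background on both arrays, the capsule median was 2.28. The cause of this last change was not tested.

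The median of all expressed loci at 2 min was 0.06 by quantiles and 0.19 by the 75th percentile. The signal over background limits the dim capsule loci, chiQ, fhuE, yhcN and the strongest falls, and with them the list medians that hold such loci, as for the capsule, enterobactin, iron, transporter and disaccharide genes.

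Not run were the alternatives on the mean spot intensity, because the files analysed hold the median, the alternative on probes whose sequence occurs once, and the results on antisense and intergenic signal with their alternatives, because they need tiling probes placed on an annotated genome. No paired analysis was possible because each time point has one array.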

Differences from the paper's values

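The paper counts 3413 expressed loci. By a simplified form of its negative control rule, on named probes and without the Transcription Detector algorithm, the number here was 31 of 3567 loci with named probes, and the paper counts over a larger set of loci. Of the alternatives set before the data were examined, the well-above-background rule gave 3108, within 1.5 times of the paper's value, and a false discovery rate of 0.001 gave 31. Levels at the 99th and 95th percentile of the controls, chosen after seeing the data, gave 921 and 1722. The counts below are over loci with named probes and have a smaller denominator than the paper's.

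The paper gives 55 loci upregulated at all time points, against 16 here, and 106 downregulated, against 33. Under every alternative set before the data were examined the values stayed apart from the paper's, with 11 to 19 up and 28 to 40 down. The added alternatives gave up to 16 up and 38 down.

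For loci with a score in the middle stage alone, the paper gives 20 and the count here was 31. The 10% trimmed mean (30), the log10 of minutes (29) and the plain mean (29), all set before the data were examined, came within 1.5 times of the paper's number, and so did named probes 1 to 8 (27), chosen after seeing the values. The 75th percentile scaling, median centring, the series matrix values, probes well above background and the ratio of medians, with 31 to 33, did not, and neither did the other added settings. In the early stage alone the paper gives 38, from which 46 here does not differ, but the 75th percentile scaling (64), probes well above background (62), the ratio of medians (60) and the trimmed mean (61) do, and so does the added normexp setting (59).

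For the malate and citrate genes the paper gives a rise of 1.4-fold, and the median of mqo and gltA at 40 h was 3.14-fold here, without mdh. On the log2 scale that median is 1.65, and 1.42 with arrays centred on their median, while the paper writes its value as a fold. The alternatives set before the data were examined gave 2.68 to 3.47, and the added ones 2.26 to 2.91, none within 1.5 times of the paper's value. For mqo alone, the log2 ratio at 40 h in the paper's Table S1 is 2.08, and with 2.48 here it does not differ by the rule used, except under the 75th percentile scaling (2.67) and the ratio of medians (2.76).

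In the paper's Table S1 the log2 ratio of chiP at 40 h is 6.51, against 5.06 here (5.01 to 5.18 under the alternatives set before the data were examined, 3.65 to 5.13 under the added ones). For dnaK at 2 min the paper's table has 2.78, against 3.49 here (3.43 to 3.63, and 3.38 to 3.47 under the added ones). For clpB at 2 min it has 2.76, against 0.06 here (0.01 to 0.40, and 0.06 to 0.19 under the added ones). No alternative for these 3 genes came within the paper's value. All alternatives use the named probes near gene starts or a part of them, while the paper takes the median over the probes of each locus. A difference in the part of the gene measured was therefore not tested, here or for the other locus values of this section.

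The paper states that downregulated genes outnumber upregulated ones in the first 10 min and that this difference shrinks towards the end of the culture. Here the ratio of down to up was 0.93 at 2 min, 1.12 at 10 min, 0.37 at 8 h and 0.55 at 40 h. With arrays centred on their median it was 1.16, 0.93, 0.78 and 0.98 at these times.

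In its passage on the Sec translocon, the paper describes the psp genes as highly expressed throughout. It also lists them among the genes high in the middle and late stages. Of the 4 analysed, none was past 2-fold up to 30 min, and all 4 were at 1 h (3 with arrays centred on their median). Their median log2 ratio was 2.46 at 4 h. The values thus differ from the wording on the whole upshift, while the rise past 2-fold lies within the middle and late stages. The histidine genes are described as highest in the first 10 min. Their median was 0.93 at 2 min, 0.68 at 10 min and 1.23 at 8 h, with 4, 0 and 7 of 8 genes past 2-fold, and with arrays centred on their median it was 0.74, 0.53 and 0.98. For metA, metB and metK, the paper places the highest expression in the first 10 min, and their median was 2.20 at 2 min, 1.61 at 10 min and 2.66 at 30 min. The paper describes sodC as highly expressed, and its highest log2 ratio here was 0.85. At 2 min the paper's own log2 ratio for sodC is 0.81, against 0.65 here, which does not differ by the rule used. There only the wording differs. Of the 6 flagellar genes that the paper lists among those repressed in every stage, 5 were down at 10 min, and flgA was at 0.10. Of the 18 nucleotide genes, 12 were at 0.5-fold or lower at 10 min (11 under both other scalings), and pyrG was at 0.00. Of the 13 RegulonDB members of the σE regulon analysed among those that the paper lists as falling, 11 were down past 2-fold at 10 min (9 under both other scalings), and bamD was at -0.71.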

Other observations

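The tests of a few bright probes in chiP, of the shift of the array, of the gene next to chiP and of the clpB probes were chosen only after the result was seen, and that of the split of DEGs before it.

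The rise of chiP (ECD_00638) appears at 40 h alone. A few bright probes are argued against as the cause, because 100.0% of its 16 probes were past 2-fold at 40 h. A shift of the whole array at 40 h is argued against by the intensities that were not normalized. Between 8 h and 40 h their median change over the 3108 expressed loci was -0.18 on the log2 scale, while chiP rose by 5.39. Whether the transcript runs into the next gene stays open. That gene, chiQ (ECD_00639), was at least 23.3-fold higher at 40 h than before the shift, but the paper already lists it among the genes high in the late stage, so its rise is no test. Between 8 h and 40 h, ptsG rose by 2.73 and manX by 1.77, both among the largest changes of this interval. No samples were taken between 8 h and 40 h, and the age of the culture, the medium and the array cannot be told apart there.

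The clpB gene (ECD_02482) did not rise at 2 min by the median of its probes. A candidate explanation is that most of its named probes take up a far more abundant RNA. Of the 16 probes, 13 were among the brightest 1% of named probes. Their log2 level was 17.67 before the shift, against a median of 7.75 over the loci. The other 3 rose by a median of 3.40 (range 0.74 to 3.48), so the lowest of them stayed under 2-fold. In the assembly of K-12, clpB lies beside ribosomal RNA genes. Sequence similarity was not tested probe by probe.

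The split between downregulated and upregulated loci at 2 min depended on the scaling. The ratio of down to up was 0.93 by quantiles, 1.16 with arrays centred on their median and 0.64 with arrays scaled to the 75th percentile. A property of the normalization cannot be told apart from a change in total RNA, because no spike-in signal was used here to fix the scale.

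At 40 h the largest falls since 8 h were those of ECD_03802, ECD_03612, ECD_03803, ECD_03628 and ssuD, chosen by the size of the change. ECD_03802 went from 2.06 to -0.07, ECD_03612 from 2.28 to 0.36 and ECD_03628 from 1.50 to 0.13. For ssuD (ECD_00939), the array at 40 h was not well above background, so its fall since 8 h is not known exactly. No explanation was tested for these changes.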
